# Genome-wide DNA methylation analysis reveals that mouse chemical iPSCs have closer epigenetic features to mESCs than OSKM-integrated iPSCs

**DOI:** 10.1038/s41419-017-0234-x

**Published:** 2018-02-07

**Authors:** Wangfang Ping, Jian Hu, Gongcheng Hu, Yawei Song, Qing Xia, Mingze Yao, Shixin Gong, Cizhong Jiang, Hongjie Yao

## Abstract

Induced pluripotent stem cells can be derived from somatic cells through ectopic expression of transcription factors or chemical cocktails. Chemical iPSCs (C-iPSCs) and OSKM-iPSCs (4F-iPSCs) have been suggested to have similar characteristics to mouse embryonic stem cells (mESCs). However, their epigenetic equivalence remains incompletely understood throughout the genome. In this study, we have generated mouse C-iPSCs and 4F-iPSCs, and further compared the genome-wide DNA methylomes of C-iPSCs, 4F-iPSCs, and mESCs that were maintained in 2i and LIF. Three pluripotent stem cells tend to be low methylated overall, however, DNA methylations in some specific regions (such as retrotransposons) are cell type-specific. Importantly, C-iPSCs are more hypomethylated than 4F-iPSCs. Bisulfite sequencing indicated that DNA methylation status in several known imprinted clusters, such as: *Dlk1-Dio3* and *Peg12-Ube3a*, in C-iPSCs are closer to those of mESCs than 4F-iPSCs. Overall, our data demonstrate the reprogramming methods-dependent epigenetic differences of C-iPSCs and 4F-iPSCs and reveal that C-iPSCs are more hypomethylated than OSKM-integrated iPSCs.

## Introduction

Embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) have great therapeutic potential for regenerative medicine and new drug screening^1^. Induced pluripotent stem cells can be achieved by several techniques, such as somatic cell nuclear transfer, cell fusion, exogenous transfection of transcriptional factors, and small-molecule treatment^2–5^. However, there are concerns that reprogramming may introduce subtle specific defects that could impact the safety of iPSCs^6,7^. Similar arguments continue as to whether these reprogrammed cells are completely equivalent in both function and character to genuine ESCs^8^. Previous studies have shown that the global expression patterns and epigenetic modifications were very similar between ESCs and 4F-induced iPSCs^9,10^, but there are yet some key differences, such as 4F-iPSCs have a unique gene expression signature, including microRNAs (miRNAs) and long non-coding RNAs^11,12^. Besides, 4F-iPSCs have genomic copy-number variations^13^. And the reactivation of c-Myc can cause tumor formation in chimeric mice derived from 4F-iPSCs^14^.

Epigenetic differences have also been observed between 4F-iPSCs and ESCs. DNA methylation is an important epigenetic modification in regulation of gene expression, genomic stability, X chromosome inactivation, and genomic imprinting. It is regarded as an obstacle in somatic cell reprogramming^15,16^, and there are strong hints that DNA methylation is altered in 4F-iPSCs. For example, differential DNA methylation distinguishes human iPSCs and hESCs^6,17^. DNA hypermethylation in 4F-iPSCs reduces their ability to differentiate toward a hematopoietic cell fate^18^. Similarly, abnormal DNA hypermethylation in 4F-iPSCs leads to aberrant silencing at the *Dlk1–Dio3* imprinted gene cluster, which decreases the developmental potential of 4F-iPSCs into chimaeric and 4n complementation-competent-iPSCs mice^19^. These epigenetic abnormalities remain a concern for the utility and safety of 4F-iPSCs in regenerative and clinical medicine.

Small chemical molecules can regulate cell signaling pathways and the epigenetic status of cells to control cell fates^20^. For example, the small molecules valproic acid (VPA, a histone deacetylase inhibitor) and vitamin C (Vc) have both been reported to prevent the abnormal silencing of the *Dlk1-Dio3* locus in 4F-iPSCs^19,21^. Chemical iPSCs (C-iPSCs)^4,22,23^ and 4F-iPSCs have been suggested to have similar characteristics to mouse embryonic stem cells (mESC). However, their epigenetic equivalence remains incompletely unclear.

Here we investigated epigenetic DNA methylation features of three different pluripotent stem cells (C-iPSCs, 4F-iPSCs, and mESCs). Our results reveal that C-iPSCs are globally hypomethylated compared to 4F-iPSCs and the DNA methylation status of imprinted regions of mESCs is closer to that of C-iPSCs than 4F-iPSCs.

## Results

### C-iPSCs, 4F-iPSCs, and mESCs all share a similar DNA methylome globally

To profile DNA methylation in C-iPSCs, we first generated C-iPSCs (Supplementary Figure 1a) from mouse embryonic fibroblasts (MEFs) as previously reported^22^. The established C-iPSC lines expressed high levels of pluripotency marker genes, such as *Oct4* and *Nanog* (Supplementary Figure 1b). The gene expression levels of pluripotency markers and DNA methylation status at *Nanog* promoters were similar among C-iPSCs, mESCs and 4F-iPSCs, which were induced by Yamanaka factors (Supplementary Figure 1c and d). To gain insight into the DNA methylomes of C-iPSCs, 4F-iPSCs, and mESCs, we performed reduced representation bisulfite sequencing (RRBS)^24^, which interrogated 1,106,981 CpG sites.

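In RRBS, DNA fragments from the CpG-rich part of the genome are treated with bisulfite and sequenced, so that a methylated cytosine is read as C and an unmethylated cytosine as T. Libraries from 2 replicates of each of the 3 cell types were used. The C-iPSCs, induced with small molecules, and the 4F-iPSCs, induced with Oct4, Sox2, Klf4, and c-Myc, were at passages 5 to 10, and the mESCs were at passages 20 to 30. The authors aligned the read pairs to mm10, kept uniquely mapped pairs, and deposited for each library the number of reads and of methylated reads at each CpG, with both strands together and without normalization. Each library covered between 1303943 and 1406693 CpGs. Its reads summed over CpGs, with a read counted at each CpG that it covers, came to between 53694199 and 96534037. The median number of reads per CpG was lowest in mESC replicate 2, with 31 reads, and highest in 4F-iPSC replicate 1, with 54 reads. From these counts, the reads of the replicates were summed for each cell type, and the 1106981 CpGs with at least 10 summed reads in each cell type were compared. The methylation level of a CpG is its methylated reads as a share of its reads. A CpG was called strongly hypermethylated or hypomethylated when its levels differed by more than 0.333 with an unadjusted p under 0.05 in a two-sided Fisher's exact test on the summed reads. That test does not use the spread between the replicates. DMRs were runs of at least 3 such CpGs in the same direction, with neighbors at most 300 bp apart and no call in the opposite direction between them. Promoters reached 1 kb to each side of a transcription start of the GENCODE annotation of GRCm38. Intervals and Fisher's exact tests for single regions and DMRs sum the reads of their CpGs, so a read is counted at each CpG that it covers. They treat these counts as independent, and PCR reads without molecular identifiers are not independent molecules either. The intervals may therefore be too narrow and the p-values too small, and neither covers the spread between libraries. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333.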

The global DNA methylation profiles were highly reproducible between replicates (*R* > 0.9, Supplementary Figure 1e) and highly correlated between these cells derived using different methods (*R* > 0.922, Fig. 1a). 

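Between replicates, Spearman's R over the CpGs with at least 10 reads in both libraries was 0.908 in mESCs (1002197 CpGs), 0.921 in C-iPSCs (1053587 CpGs), and 0.922 in 4F-iPSCs (1126880 CpGs). Between cell types, with the replicates summed, it was 0.914 for C-iPSCs and mESCs, 0.910 for 4F-iPSCs and mESCs, and 0.922 for 4F-iPSCs and C-iPSCs. These correlations run across CpGs, which are not independent replicates. Between single libraries over the 957681 CpGs with at least 10 reads in every library, R ranged from 0.904 to 0.911 for C-iPSCs and mESCs, from 0.897 to 0.906 for 4F-iPSCs and mESCs, and from 0.913 to 0.919 for 4F-iPSCs and C-iPSCs. The range for 4F-iPSCs and C-iPSCs lay above both others, whereas the ranges of both iPSC types with mESCs overlapped. The choice of coefficient moved these values most, and Pearson's r was 0.981 between the 4F-iPSC replicates and 0.977 between 4F-iPSCs and C-iPSCs.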

DNA methylation levels were generally low in all three pluripotent cell types compared with MEFs, but prominently bimodal in 4F-iPSCs (Fig. 1b). 

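The mean methylation level over the compared CpGs was 21.4% ± 1.18 (SD, n = 2 libraries) in mESCs, 27.9% ± 2.81 (SD, n = 2) in C-iPSCs, and 33.4% ± 0.952 (SD, n = 2) in 4F-iPSCs. Single libraries had means of 20.5% and 22.2% in mESCs, 25.9% and 29.8% in C-iPSCs, and 32.8% and 34.1% in 4F-iPSCs. The 4F-iPSCs were above the mESCs by 12.1 percentage points and the C-iPSCs were above them by 6.51 percentage points, each more than the spread between the replicates. With the methylated reads of all CpGs divided by all their reads, which gives CpGs with many reads more weight, the level of the 4F-iPSCs was 37.4%, against 33.7% as the mean over CpGs with the replicates summed.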

The bimodality was less prominent in C-iPSCs and was absent in mESCs (Fig. 1b). To explore this bimodality in detail, we broke down the CpG sites into different classes (Fig. 1b). 

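Promoters were divided by the CpG content of their 500-bp windows. HCPs had a window with a ratio of observed to expected CpGs above 0.75 and a GC share above 0.55, LCPs had no window with a ratio of 0.48 or more, and ICPs were the remaining promoters. The mean level of the 510693 CpGs in HCPs was 2.76% ± 0.238 (SD, n = 2 libraries) in mESCs, 3.03% ± 0.667 in C-iPSCs, and 3.89% ± 1.24 in 4F-iPSCs, so the differences between cell types were within the spread of the 4F-iPSC libraries. In ICPs (53716 CpGs) it was 16.1% ± 0.991 in mESCs, 21.2% ± 2.98 in C-iPSCs, and 26.2% ± 1.21 in 4F-iPSCs, and both iPSC types were above the mESCs by more than the spread of their libraries. In LCPs (14569 CpGs) the means were 42.0% ± 3.32 in mESCs, 57.1% ± 6.83 in C-iPSCs, and 67.8% ± 0.794 in 4F-iPSCs. The C-iPSC libraries differed, with LCP means of 52.2% in replicate 1, nearer to the mESCs, and 61.9% in replicate 2, nearer to the 4F-iPSCs. Promoters of 0.5 kb to each side moved these means most, to 18.5% for ICPs in 4F-iPSCs.

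**Figure D1:**
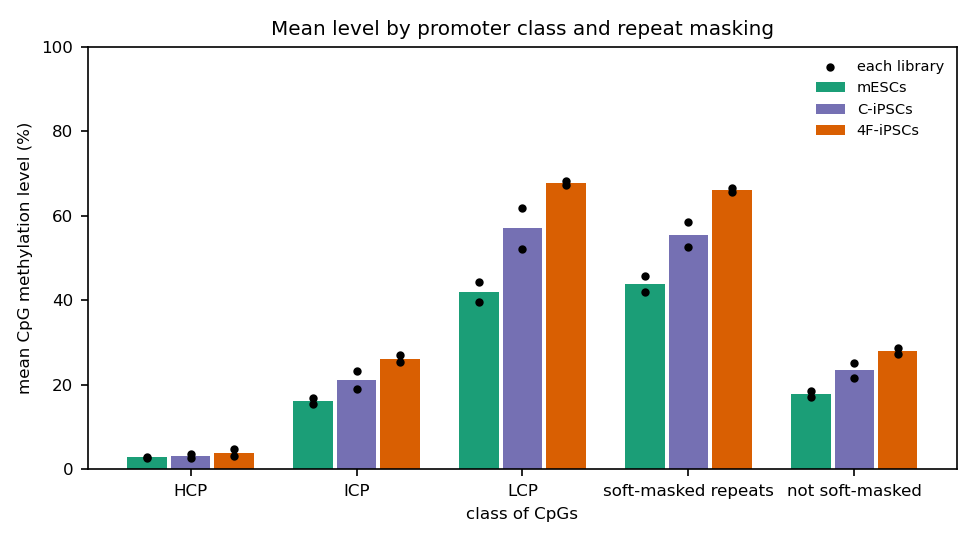
Mean CpG methylation level (%) of the CpGs in HCPs, ICPs, LCPs, soft-masked repeats, and all sequence that is not soft-masked. Bars are the means of the 2 libraries in mESCs, C-iPSCs, and 4F-iPSCs, and points are the single libraries. In LCPs the bars stand at 42.0%, 57.1%, and 67.8%.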

The results indicated that the methylation levels of high-CpG-density promoters (HCP) and intermediate-CpG-density promoters (ICP) were near-indistinguishable among the three pluripotent stem cells, even in MEFs, whereas the profiles in low-CpG-density promoters (LCP) were closer between mESCs and C-iPSCs than to 4F-iPSCs and MEFs (Fig. 1b). In addition, LCP methylations in both 4F-iPSCs and MEFs were bimodal (Fig. 1b). 

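In LCPs, 50.7% of the CpGs in 4F-iPSCs had a level of at least 0.8 and 16.7% a level under 0.3, with 32.6% in between. In C-iPSCs, 23.8% of the LCP CpGs were high, 55.1% intermediate, and 21.2% low. In mESCs, 3.85% were high, 63.3% intermediate, and 32.9% low. MEFs were not analysed here.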

An important class of DNA that is methylated is the long/short-interspersed repeat elements (LINEs, SINEs) and long-terminal repeats (LTRs) that are generally suppressed by DNA methylation in somatic cells, and are mostly demethylated and active in both the reprogramming cells and mESCs^25–27^. 

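The genome sequence marks interspersed repeats and other repeats together by soft-masking, and the classes of repeats were not separated here. Over the 164675 compared CpGs in soft-masked sequence, the mean level was 43.9% ± 2.72 (SD, n = 2 libraries) in mESCs, 55.6% ± 4.18 (SD, n = 2) in C-iPSCs, and 66.1% ± 0.767 (SD, n = 2) in 4F-iPSCs. A level of at least 0.8 was found at 8.51% of these CpGs in mESCs, 28.6% in C-iPSCs, and 55.5% in 4F-iPSCs. Over the 942306 CpGs outside soft-masked sequence, the means were 17.8% ± 1.13 in mESCs, 23.4% ± 2.66 in C-iPSCs, and 28.0% ± 0.988 in 4F-iPSCs. In both sets the order of the cell types was the same, and the C-iPSC libraries lay between those of the other cell types.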

Analysis of our DNA methylation data indicated a substantial difference in the methylation of LINEs, SINEs, and LTRs and they were all hypermethylated in 4F-iPSCs, which is similar to MEFs, but showed demetylation in mESCs and C-iPSCs (Fig. 1b).

**Fig. 1:**
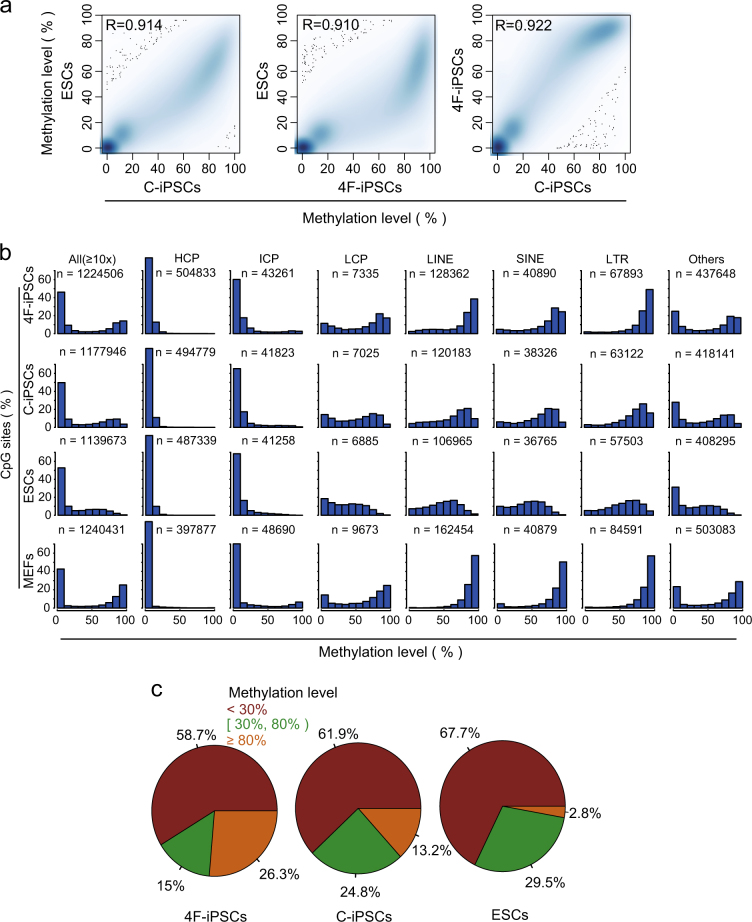
Profiles of CpG methylation in mESCs, C-iPSCs, and 4F-iPSCs for CpGs with ≥10-fold coverage. **a** Density scatter plots of CpG methylation levels between mESCs, C-iPSCs, and 4F-iPSCs. Spearman’s *R* is indicated. **b** Histograms showing the distribution of CpG methylation levels (%) in mESCs, C-iPSCs, 4F-iPSCs, and MEFs across the entire genome (All), promoters with different CpG density (HCPs, ICPs, and LCPs), interspersed repeat elements (LINEs, SINEs, and LTRs) and other genomic regions excluding promters and LINEs, SINEs, and LTRs. **c** Pie charts representing the frequency of CpGs grouped by methylation levels

We further examined the distribution of all CpGs grouped by methylation levels: high (≥0.8), intermediate (≥0.3 and <0.8), or low (<0.3). 

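Shares were taken over all CpGs with at least 10 summed reads in the cell type, which were 1139863 in mESCs, 1178212 in C-iPSCs, and 1224784 in 4F-iPSCs. Intermediate CpGs made up 29.5% in mESCs, 24.9% in C-iPSCs, and 15.0% in 4F-iPSCs. In single libraries, over the compared CpGs with at least 10 reads in the library, they were 27.7% and 28.1% in mESCs, 25.8% and 19.9% in C-iPSCs, and 14.3% and 15.4% in 4F-iPSCs, so the ranges of the cell types did not overlap. Low CpGs made up 67.7% in mESCs, 61.9% in C-iPSCs, and 58.7% in 4F-iPSCs. The SD of the low share between the libraries was 1.43, 1.46, and 1.00 percentage points in these cell types. In percentage points, leaving out C-iPSC replicate 1 moved a share most, lowering the intermediate CpGs of C-iPSCs from 24.9% to 20.2%. Random thinning to 10 reads per CpG raised the high CpGs of mESCs from 2.83% to 6.91%.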

There was no significant difference in intermediate methylation levels, but the low and high methylations showed cell-specificity, emphasizing this change in bimodality. 

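CpGs with a high level made up 13.2% in C-iPSCs and 26.3% in 4F-iPSCs. In single libraries, over the compared CpGs, the share was 2.46% and 4.08% in mESCs, 8.98% and 17.0% in C-iPSCs, and 24.2% and 24.4% in 4F-iPSCs.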

Notably, 4F-iPSCs were globally hypermethylated compared to mESCs (26.3% in 4F-iPSCs vs. 2.8% in mESCs) and C-iPSCs were in between (13.2%) (Fig. 1c). Taken together, iPSCs and mESCs overall share a globally similar DNA methylome with highest portion of hypermethylated CpGs in 4F-iPSCs, second in C-iPSCs, and least in mESCs.

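For the mean level and for the shares of low, intermediate, and high CpGs, both libraries of a cell type lay on the same side of both libraries of each other cell type in every comparison. The share of high CpGs in the libraries of 4F-iPSCs was 21.1 percentage points above that of mESCs (two-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). It was 9.71 percentage points above mESCs in C-iPSCs and 11.4 percentage points above C-iPSCs in 4F-iPSCs, with the same p from the exact permutation test.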

### C-iPSCs are more DNA hypomethylated than 4F-iPSCs in a genome-wide scale

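Of the compared CpGs, 32093 were strongly hypermethylated in C-iPSCs against mESCs and 158291 (14.3%) in 4F-iPSCs against mESCs, whereas 414 and 369 CpGs were strongly hypomethylated. The median level of the hypermethylated CpGs was 74.2% in C-iPSCs against 33.3% in mESCs, with a median of 75 and 61 reads per CpG. For 4F-iPSCs it was 83.6% against 39.3% in mESCs, with a median of 133 and 88 reads. The count for C-iPSCs rested on single libraries. It was 65635 without C-iPSC replicate 1, 19749 without C-iPSC replicate 2, 20480 without mESC replicate 1, and 55482 without mESC replicate 2. For 4F-iPSCs it stayed between 114606 and 175085 with each library left out in turn. A larger difference of 0.5 moved the counts by the largest factor, to 3496 CpGs in C-iPSCs and 28010 in 4F-iPSCs. A quasi-binomial model with the libraries as replicates and Benjamini-Hochberg adjusted p under 0.05, with dispersions shrunken by limma, called 16431 hypermethylated CpGs in C-iPSCs and 145417 in 4F-iPSCs, all of them also called by Fisher's exact test. For C-iPSCs the shrinkage was complete. All CpGs then had the same dispersion of 2.51, and the replicate spread of a single CpG did not enter its test. Between replicates of the same cell type, the same criteria called 6540 CpGs in mESCs, 8832 in C-iPSCs, and 3630 in 4F-iPSCs, which were 0.653%, 0.838%, and 0.322% of the CpGs with at least 10 reads in both libraries. Every comparison of a C-iPSC or 4F-iPSC library with an mESC library called more.

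**Figure D2:**
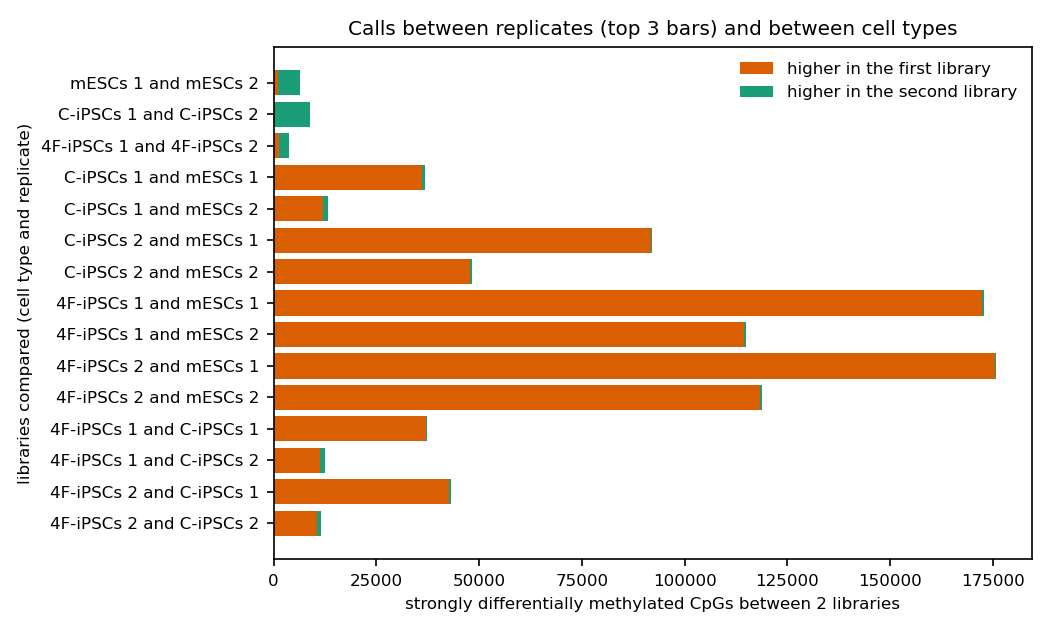
Number of strongly differentially methylated CpGs between pairs of single libraries. Each bar is a pair, with the pairs of replicates at the top, and its colors give the calls higher in the first or the second library named. Between C-iPSC and mESC libraries the calls ran from 13171 to 92005, and between 4F-iPSC and mESC libraries from 114927 to 175689.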

We next identified 31,693 (about 3% of all CpGs) and 157,365 (about 14% of all CpGs) strongly hypermethylated CpG sites in C-iPSCs and 4F-iPSCs compared with mESCs, respectively (for strongly hypermethylated sites, the differences of methylation level were set as >0.333. Fisher’s *t* test *p* value <0.05 according to Model-based Analysis of Bisulfite Sequencing data (MOABS)). 

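Of the CpGs strongly hypermethylated in C-iPSCs against mESCs, 30098 (93.8%) were also strongly hypermethylated in 4F-iPSCs against mESCs, and 1995 were so in C-iPSCs only. The shared CpGs were 19.0% of the calls in 4F-iPSCs, where 128193 were not shared. Both comparisons use the same mESC libraries, so some sharing arises without any change. In 20 simulations with both iPSC types unchanged, 13.8% of the calls in C-iPSCs were shared. CpGs drawn at random with the same mESC levels as those called in C-iPSCs would be called in 4F-iPSCs in 47.0% of cases. The share stayed between 83.8% and 97.0% with each library left out in turn.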

Most of the strongly hypermethylated CpG sites were common between C-iPSCs and 4F-iPSCs (Fig. 2a). This suggested that mESCs were closer to C-iPSCs than 4F-iPSCs, at least from the perspective of the strongly hypermethylated CpGs. 

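At the CpGs hypermethylated in both iPSC types, the median level was 85.2% in 4F-iPSCs and 73.9% in C-iPSCs. The median of the differences at single CpGs was 9.94 percentage points, and the level was higher in 4F-iPSCs at 27099 CpGs (90.0%). By Fisher's exact test on the summed reads, with an unadjusted p under 0.05, 12734 (42.3%) were higher in 4F-iPSCs and 22 were lower. With replicates 1 alone the median difference at these CpGs was 12.9 percentage points, and with replicates 2 alone it was 4.94. C-iPSC replicate 1 carried much of the difference. Without it, the median at the CpGs then shared was 4.66 percentage points.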

Comparison of the common 29,756 strongly hypermethylated CpGs showed that the DNA methylation levels were significantly higher in 4F-iPSCs than in C-iPSCs (Fig. 2b). We further compared the DNA methylomes of 4F-iPSCs and C-iPSCs, and identified 14,749 CpGs and 593 differentially methylated regions (DMRs) that were strongly hypermethylated in 4F-iPSCs, and only 311 CpGs and 21 DMRs that were strongly hypomethylated in 4F-iPSCs (Supplementary Figure 2a). This confirmed 4F-iPSCs had higher levels of DNA methylation compared to C-iPSCs. 

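Between 4F-iPSCs and C-iPSCs, 14988 CpGs (1.35%) were strongly hypermethylated and 315 strongly hypomethylated in 4F-iPSCs. The hypermethylated CpGs had a median level of 81.8% in 4F-iPSCs and 40.3% in C-iPSCs, with a median of 79 and 59 reads per CpG. They formed 752 DMRs, and the hypomethylated CpGs formed 23 DMRs. C-iPSC replicates set the size of these counts. Without C-iPSC replicate 1 there were 9069 hypermethylated and 704 hypomethylated CpGs, in 418 and 49 DMRs, and without C-iPSC replicate 2 there were 32500 hypermethylated CpGs in 1763 DMRs. More CpGs and DMRs were hypermethylated than hypomethylated in 4F-iPSCs in each of these. The quasi-binomial model called 6789 hypermethylated and 157 hypomethylated CpGs. At least 5 CpGs per DMR moved the number of DMRs by the largest factor, to 178 hypermethylated and 8 hypomethylated. Between single libraries of the 2 iPSC types, between 11594 and 43085 CpGs were called. From the excess of hypermethylated over hypomethylated CpGs and DMRs, the paper concludes that 4F-iPSCs had a higher level of DNA methylation than C-iPSCs.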

The strongly hypermethylated CpGs of each cell type were largely located in intergenic and intronic regions (Fig. 2c and Supplementary Figure 2b), in agreement with the bimodality seen in the LINEs/SINEs and LTRs (Fig. 1b), which are often intergenic.

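Introns and intergenic sequence held 79.5% of the CpGs hypermethylated in C-iPSCs against mESCs, 76.4% of those hypermethylated in 4F-iPSCs against mESCs, and 78.3% of those hypermethylated in 4F-iPSCs against C-iPSCs. Of all compared CpGs, 38.4% lay there. Soft-masked repeats held 33.3%, 28.0%, and 45.6% of the hypermethylated CpGs in these comparisons and 14.9% of all compared CpGs. Promoters from 2 kb upstream to 0.5 kb downstream of the transcription start moved the share most, to 75.2% for 4F-iPSCs against mESCs.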

**Fig. 2:**
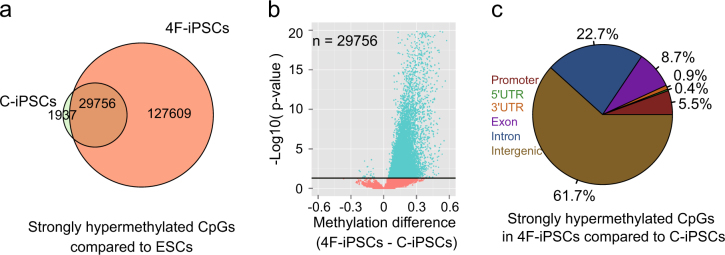
Comparison of DNA methylation levels between C-iPSCs and 4F-iPSCs. **a** Venn diagram showing the overlap between strong hypermethylated CpGs (33.3% higher than mESCs) in C-iPSCs and 4F-iPSCs. **b** Volcano plot showing the differences in methylation level (4F-iPSCs–C-iPSCs) of the common strong hypermethylated CpGs in C-iPSCs and 4F-iPSCs (the overlapped ones in **a**). *P* values are calculated by Fisher’s exact test. The black horizontal line indicates *p* value = 0.05. **c** Pie chart representing the strong hypermethylated CpGs in 4F-iPSCs compared to C-iPSCs (increased ≥33.3%) with respect to their genomic locations

### Promoter methylation levels in C-iPSCs but not in 4F-iPSCs resemble those in mESCs

DNA methylation of gene promoters is associated with chromatin configuration and gene expression. So we further compared DMRs of promoter regions among 4F-iPSCs, C-iPSCs, and mESCs. Compared with mESCs, strongly hypermethylated DMRs were clustered into three classes (Fig. 3a). 

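In promoters, 1821 DMRs were hypermethylated against mESCs, 198 called from the C-iPSCs and 1810 from the 4F-iPSCs, some from both. At least 5 CpGs per DMR lowered the number most, to 685. K-means clustering (K = 3) of the levels in mESCs, C-iPSCs, and 4F-iPSCs, with clusters numbered from the highest to the lowest mean, placed 730 DMRs in cluster 1, 734 in cluster 2, and 357 in cluster 3. The mean level of cluster 1 was 47.1% ± 6.85 (SD, n = 2 libraries) in mESCs, 71.9% ± 5.58 (SD, n = 2) in C-iPSCs, and 86.7% ± 0.314 (SD, n = 2) in 4F-iPSCs. The C-iPSC level was nearer to that of mESCs than to that of 4F-iPSCs in 12.7% of its DMRs.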

The class 1 showed that DNA methylation levels (>80%) in C-iPSCs and 4F-iPSCs were both higher than the levels in mESCs. The class 2 showed that 4F-iPSCs (around 80%) were hypermethylated compared to mESCs and C-iPSCs (around 50%) were in between. 

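In cluster 2, the mean level was 32.7% ± 5.64 (SD, n = 2 libraries) in mESCs, 57.1% ± 8.04 (SD, n = 2) in C-iPSCs, and 76.5% ± 1.20 (SD, n = 2) in 4F-iPSCs, and the C-iPSC level was nearer to that of mESCs in 33.9% of the DMRs.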

The DNA methylation levels in class 3 of C-iPSCs were closer to mESCs compared with those in 4F-iPSCs. 

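In cluster 3, the mean level was 18.1% ± 2.71 (SD, n = 2 libraries) in mESCs, 36.4% ± 7.38 (SD, n = 2) in C-iPSCs, and 58.1% ± 1.27 (SD, n = 2) in 4F-iPSCs. The C-iPSC level was nearer to that of mESCs than to that of 4F-iPSCs in 62.7% of the DMRs. The differences between the cluster means of C-iPSCs and mESCs were larger than the spread of the libraries.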

GO analysis indicated that the genes that have the similar DNA hypomethylation levels between C-iPSCs and mESCs were involved in chromosome organization during meiotic cell cycle, meiotic nuclear division, and synapsis (Fig. 3b).

**Fig. 3:**
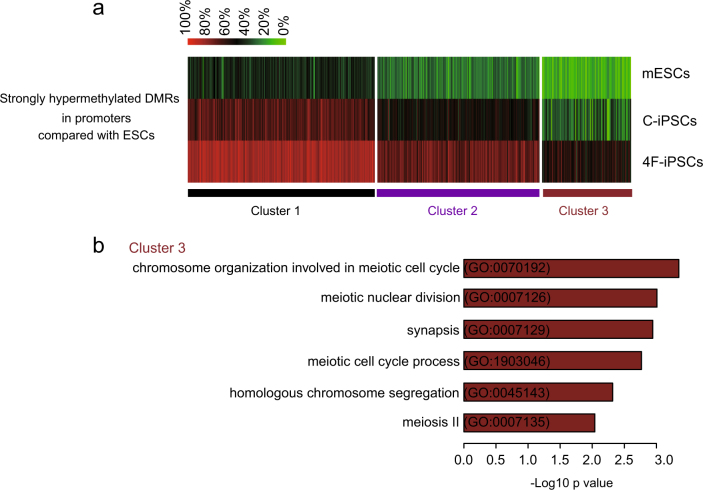
Clustering of promoter-DMRs methylation levels among C-iPSCs, 4F-iPSCs, and mESCs. **a** A methylation ratio (%) heatmap in each sample of all the strongly hypermethylated DMRs within promoter regions in C-iPSCs and 4F-iPSCs compared with mESCs. *K*-means (*K* = 3) clustering is performed. **b** Gene ontology (GO) terms associated with the genes within cluster 3 in **a**

To gain insights into the difference of promoter methylation levels between the induced pluripotent cell types, we profiled DNA methylation and compared the DMRs of gene promoters between 4F-iPSCs and C-iPSCs. 

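Of the DMRs between 4F-iPSCs and C-iPSCs, 121 lay in promoters, 120 of them higher in 4F-iPSCs and 1 lower. Their median level was 26.6% in mESCs, 35.6% in C-iPSCs, and 71.2% in 4F-iPSCs. The level in C-iPSCs was nearer to that of mESCs than to that of 4F-iPSCs at 118 DMRs (97.5%, Wilson 95% interval 93.0% to 99.2%). Both C-iPSC libraries were nearer to mESCs at 101 DMRs. DMRs chosen for a difference between 4F-iPSCs and C-iPSCs place these apart by construction, so the level of mESCs was also compared with both, a measure added after the levels had been seen. It was nearer to C-iPSCs than to 4F-iPSCs at 110 DMRs. C-iPSCs were below mESCs at 33 DMRs. At least 5 CpGs per DMR lowered the number most, to 42 promoter DMRs. Without C-iPSC replicate 1 there were 66, and without C-iPSC replicate 2 there were 284. The share with C-iPSCs nearer to mESCs stayed between 93.9% and 99.3% with each library left out in turn.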

Clustering analysis showed that methylation levels in the DMRs of these promoters were similar between C-iPSCs and mESCs (Fig. 4a). Profiling analysis of the expression levels of the corresponding genes also clustered C-iPSCs and mESCs together (Fig. 4b). Moreover, most those genes that were repressed in 4F-iPSCs wereactivated in C-iPSCs and mESCs. Of particular interest is *Impact*, a gene preferentially expressed in neurons and modulating neurite outgrowth^28^. *Impact* was hypermethylated in 4F-iPSCs but hypomethylated in C-iPSCs and mESCs (Fig. 4c), which were confirmed by bisulfite sequencing (BS-seq) (Fig. 4d). 

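The DMR in Impact lies in an intron on chromosome 18 of GRCm38 from 12973131 to 12973506, outside the promoter as defined here, and 19 of its 20 compared CpGs were strongly hypermethylated in 4F-iPSCs against C-iPSCs. Its level was 18.3% ± 2.88 (SD, n = 2 libraries) in mESCs, 2.57% ± 0.261 in C-iPSCs, and 55.1% ± 8.85 in 4F-iPSCs, and the libraries of the cell types did not overlap. The primers used for bisulfite sequencing enclose 12972849 to 12973178, where RRBS covered 3 of 12 CpGs, between 12973131 and 12973155, in the reference sequence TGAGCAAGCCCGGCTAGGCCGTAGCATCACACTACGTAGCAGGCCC (12973121 to 12973166). Over these CpGs, 11.9% of 506 reads were methylated in mESCs (Wilson 95% interval 9.32% to 15.0%), 2.14% of 607 reads in C-iPSCs (1.26% to 3.63%), and 50.5% of 808 reads in 4F-iPSCs (47.1% to 53.9%). A read over several of these CpGs was counted at each, so the reads are not independent. By Fisher's exact test on the summed reads, p was 3.70e-11 for C-iPSCs against mESCs, 6.48e-50 for 4F-iPSCs against mESCs, and 3.70e-105 for 4F-iPSCs against C-iPSCs. Single libraries ranged from 6.14% to 16.5% in mESCs, from 1.47% to 3.00% in C-iPSCs, and from 42.0% to 60.2% in 4F-iPSCs.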

Quantitative Real-time Polymerase Chain Reaction (qRT-PCR) analysis showed that the expression of *Impact* was significantly decreased in 4F-iPSCs (Fig. 4e). In addition, we observed similar correlations between gene expression and methylation status in promoter DMRs in the imprinted *Snrpn/Snurf* loci (Supplementary Figure 3a–c). However, a small group of genes including *Magel2*, *Trpc5*, and so on showed a methylated promoter, but were expressed, while *Prpf39* was demethylated in 4F-iPSCs but methylated in mESCs and C-iPSCs and was corrsepondingly expressed only in 4F-iPSCs (Fig. 4a, b).

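At Snrpn/Snurf on chromosome 7, the region enclosed by the bisulfite sequencing primers spans 60004993 to 60005415 of GRCm38 in the promoter, and RRBS covered 6 of its 16 CpGs with at least 10 summed reads in each cell type. Of the reads on these CpGs, 32.9% of 301 were methylated in mESCs (Wilson 95% interval 27.8% to 38.4%), 3.59% of 223 in C-iPSCs (1.83% to 6.92%), and 59.4% of 397 in 4F-iPSCs (54.5% to 64.2%). A read over several of these CpGs was counted at each, so the reads are not independent. Fisher's exact test on the summed reads gave p = 1.04e-18 for C-iPSCs against mESCs, 2.85e-12 for 4F-iPSCs against mESCs, and 2.15e-50 for 4F-iPSCs against C-iPSCs. The expression of these genes was not analysed here.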

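The Magel2 promoter had 26 compared CpGs, with a mean level of 22.2% ± 1.88 (SD, n = 2 libraries) in mESCs, 23.9% ± 4.72 (SD, n = 2) in C-iPSCs, and 35.2% ± 0.207 (SD, n = 2) in 4F-iPSCs. In the Trpc5 promoter on chromosome X, a DMR from 144687778 to 144687928 had a level of 28.5% ± 4.76 in mESCs, 37.2% ± 8.49 in C-iPSCs, and 70.0% ± 8.73 in 4F-iPSCs. The promoter of Prpf39 held the DMR that was lower in 4F-iPSCs, on chromosome 12 from 65037051 to 65037179, where 4 of 5 compared CpGs were strongly hypomethylated. Its level was 38.3% ± 3.30 (SD, n = 2) in mESCs, 62.5% ± 2.60 (SD, n = 2) in C-iPSCs, and 19.8% ± 2.13 (SD, n = 2) in 4F-iPSCs, and all differences were larger than the spread of the libraries. Over all 23 compared CpGs of the Prpf39 promoter, the summed reads gave levels of 12.6%, 22.8%, and 8.59% in mESCs, C-iPSCs, and 4F-iPSCs.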

**Fig. 4:**
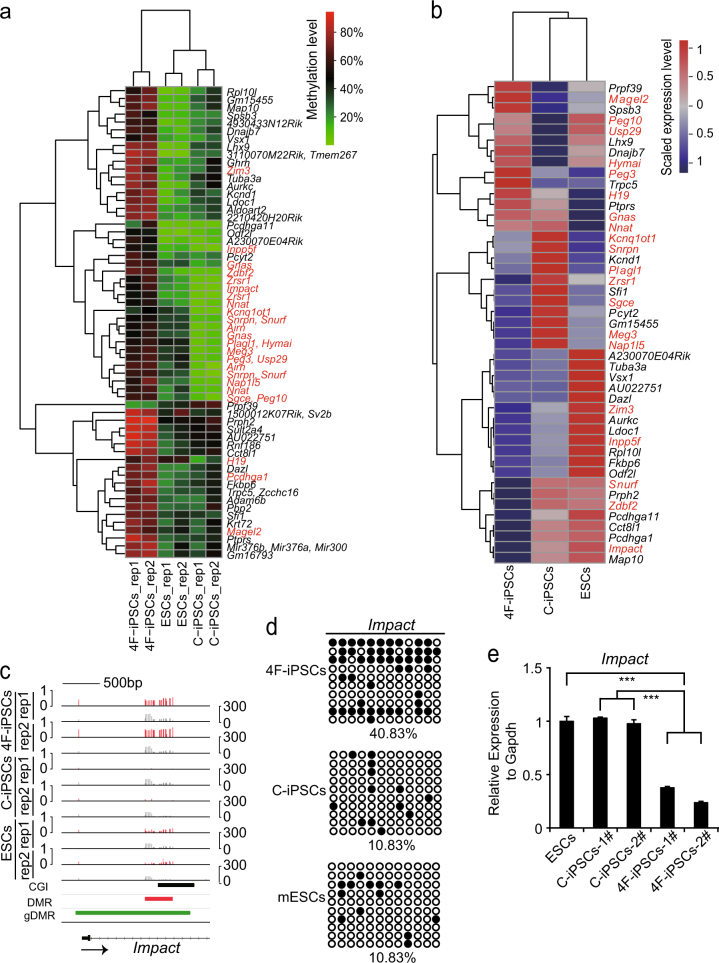
The effects of DNA methylation in promoter DMRs on gene expression among C-iPSCs, 4F-iPSCs, and mESCs. **a** Hierarchical clustering of methylation in the promoter DMRs between 4F-iPSCs and C-iPSCs. The red fonts are imprinted genes. **b** Hierarchical clustering of the expression profiles of genes associated with the DMRs in **a**. The red fonts are imprinted genes. **c** Representative DNA methylation profiles of the imprinted gene *Impact*. Red vertical lines are DNA methylation levels. Gray vertical lines are sequenced cytosine counts. CGIs from UCSC genome browser, DMRs identified in this study, and the published germline DMRs (gDMRs) are shown at the bottom. The arrow indicates the transcription direction of *Impact*. **d** Bisulfite sequencing analysis of DMR within *Impact* as labeled in **c**. Each open and filled circle represents a methylated and non-methylated CpG, respectively. The percentage of DNA methylation is shown. **e** Expression levels (qRT-PCR) of *Impact* in the three cell types. The data are presented as the mean ± SEM of experiments performed in triplicate (***p value <0.001, Student’s *t* test)

### The DNA methylation and transcription profiles of imprinted genes in C-iPSCs are more similar to mESCs than 4F-iPSCs

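Near H19, a DMR on chromosome 7 from 142578165 to 142578243 lay in the promoter. Its 5 CpGs had a level of 58.0% ± 1.60 (SD, n = 2 libraries) in mESCs, 24.0% ± 11.3 (SD, n = 2) in C-iPSCs, and 66.3% ± 9.61 (SD, n = 2) in 4F-iPSCs, so that the difference between 4F-iPSCs and mESCs was within the spread of the 4F-iPSC libraries. In the promoter shared by Peg10 and Sgce on chromosome 6, a DMR from 4747355 to 4747490 with 11 CpGs had a level of 25.3% ± 7.21 in mESCs, 6.84% ± 4.49 in C-iPSCs, and 60.2% ± 0.697 in 4F-iPSCs.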

We noticed that, among our list of DMR genes, there were several well-known imprinted genes, such as *H19*,* Peg10*, and *Impact*. The murine genome contains around 150 imprinted genes that are typically located in clusters^29^. Importantly, imprinted genes have important roles in mammalian development^30^. Therefore, we next focused on the DNA methylation and transcription levels of these imprinted genes. We calculated the methylation levels in the known imprinted clusters that spread over 20 kb–3.7 Mb of DNA^31^, such as the *Dlk1-Dio3*, *Peg12-Ube3a*, *H19-Igf2*, *Mest-Copg2*, *Ddc-Grb10*, *Peg3-Usp9*, *Kcnq1ot1−Cdkn1c* loci. 

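Within the imprinted clusters extended by 5 kb, 16 DMRs were found between 4F-iPSCs and C-iPSCs, all of them higher in 4F-iPSCs. Of these, 6 lay in Dlk1-Dio3, 3 in Peg12-Ube3a, and 1 in each of H19-Igf2, Mest-Copg2, Ddc-Grb10, Peg3-Usp29, Kcnq1ot1-Cdkn1c, Peg10-Sgce, and Impact. The median level of the 16 DMRs, with replicates summed, was 33.5% (range 18.8% to 57.7%) in mESCs, 8.80% (range 2.74% to 37.4%) in C-iPSCs, and 60.3% (range 41.1% to 88.1%) in 4F-iPSCs. On the summed reads, the level in C-iPSCs was nearer to that of mESCs than to that of 4F-iPSCs at 16 DMRs, and lower than that of mESCs at 16. Both C-iPSC libraries were below both mESC libraries at 14 of them. Fisher's exact test on the summed reads gave an unadjusted p under 0.05 for C-iPSCs below mESCs at 13. By a measure added after the levels had been seen, the level in mESCs was nearer to that of C-iPSCs at 9 DMRs and nearer to that of 4F-iPSCs at 7. At least 5 CpGs per DMR moved the number most, to 10 DMRs.

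**Figure D3:**
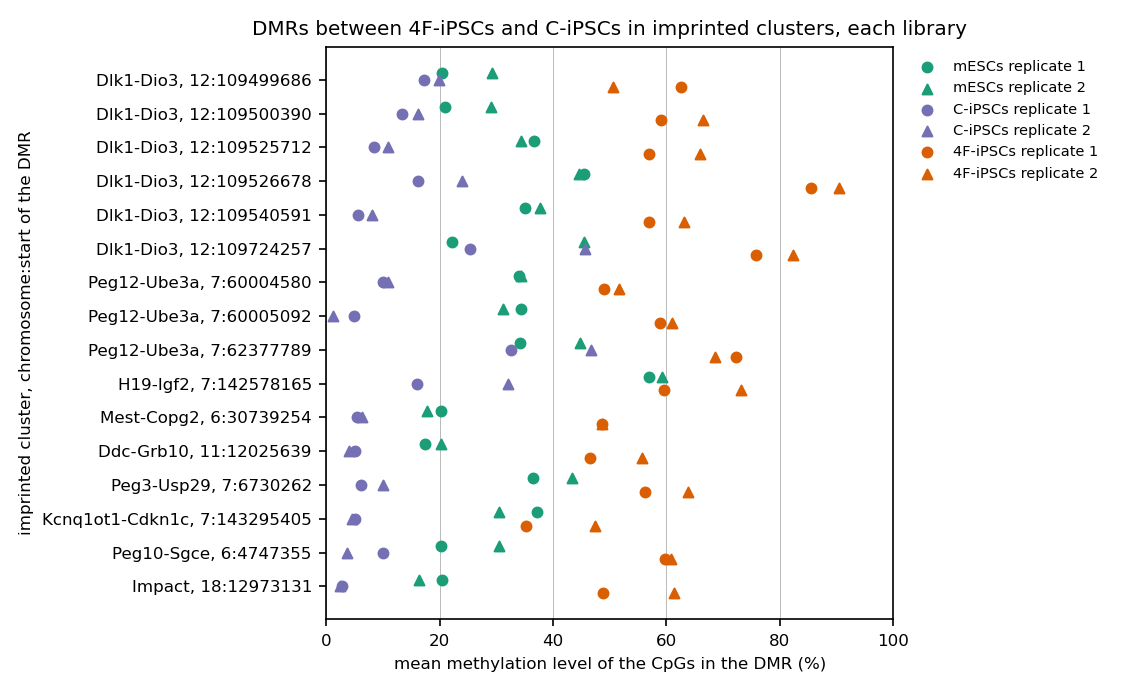
Mean methylation level (%) of the CpGs in each of the 16 DMRs, named by imprinted cluster and start position. Points are single libraries, colored by cell type and shaped by replicate. At 13 DMRs both C-iPSC libraries lie below and both 4F-iPSC libraries above both mESC libraries.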

The results indicated that mESCs and C-iPSCs showed similar hypomethylation levels in the DMRs, whereas 4F-iPSCs were hypermethylated (Fig. 5a). Consistently, expression profiles of the genes within these imprinting regions clustered mESCs and C-iPSCs together (Fig. 5b). The *Dlk1-Dio3* imprinting cluster was hypermethylated in 4F-iPSCs. In contrast, this cluster was hypomethylated in C-iPSCs and mESCs (Fig. 5a, c). 

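In Dlk1-Dio3, the mean level of all 545 compared CpGs, with replicates summed, was 33.5% in mESCs, 39.7% in C-iPSCs, and 50.7% in 4F-iPSCs. The DMR with the most CpGs in the cluster, in the Meg3 promoter on chromosome 12 from 109540591 to 109541071 with 9 CpGs, had a level of 36.4% ± 1.83 (SD, n = 2 libraries) in mESCs, 6.73% ± 1.74 (SD, n = 2) in C-iPSCs, and 59.95% ± 4.41 (SD, n = 2) in 4F-iPSCs. An intronic DMR from 109500390 to 109500544 had a level of 25.0% ± 5.69 in mESCs, 14.8% ± 2.00 in C-iPSCs, and 62.7% ± 5.30 in 4F-iPSCs. At the DMRs starting at 109499686 and 109724257, C-iPSCs and mESCs did not differ detectably on the summed reads (Fisher's exact test, p = 0.294 and p = 0.612), and the latter had a median of only 17 reads per CpG in mESCs. The promoters of Dlk1 and Dio3 had low levels in all cell types, 3.59% over 43 CpGs and 3.38% over 74 CpGs in 4F-iPSCs, and the Mirg promoter held no compared CpG.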

The cluster contains the intergenic germline-derived DMR (IG-DMR), whose methylation patterns are established in the germline. The IG-DMR, located 70 kb downstream of *Dlk1* to 15 kb upstream of *Gtl2*, is believed to be a control element for this imprinted gene cluster^32,33^. The methylation levels of IG-DMR in C-iPSCs resembled those of mESCs, but those in 4F-iPSCs were the highest, which was confirmed by BS-seq (Fig. 5d). 

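The region enclosed by the IG-DMR bisulfite sequencing primers, on chromosome 12 from 109528098 to 109528528 of GRCm38, has 32 CpGs, and 0 of them had a read in RRBS. The nearest DMR lay outside it, in intergenic sequence from 109526678 to 109526737 with 5 CpGs. Its level was 45.0% ± 0.690 (SD, n = 2 libraries) in mESCs, 20.0% ± 5.53 (SD, n = 2) in C-iPSCs, and 87.9% ± 3.49 (SD, n = 2) in 4F-iPSCs, with a median of 178, 272, and 315 summed reads per CpG. A further DMR from 109525712 to 109525792 with 3 CpGs had levels of 35.5% ± 1.57, 9.57% ± 1.75, and 61.5% ± 6.31 in mESCs, C-iPSCs, and 4F-iPSCs. At both, the libraries of each cell type lay apart from those of the others, and Fisher's exact test for C-iPSCs against mESCs gave p = 3.65e-30 and p = 6.37e-29 on the summed reads.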

Correspondingly, the genes in *Dlk1-Dio3* cluster were aberrantly silent in 4F-iPSCs, including *Meg3* and *Mirg* (Supplementary Figure 4a and b). What’s more, validated germline DMRs (gDMRs), which usually function as imprinting control elements, were hypermethylated in 4F-iPSCs and hypomethylated in mESCs and C-iPSCs (Supplementary Figure 5).

**Fig. 5:**
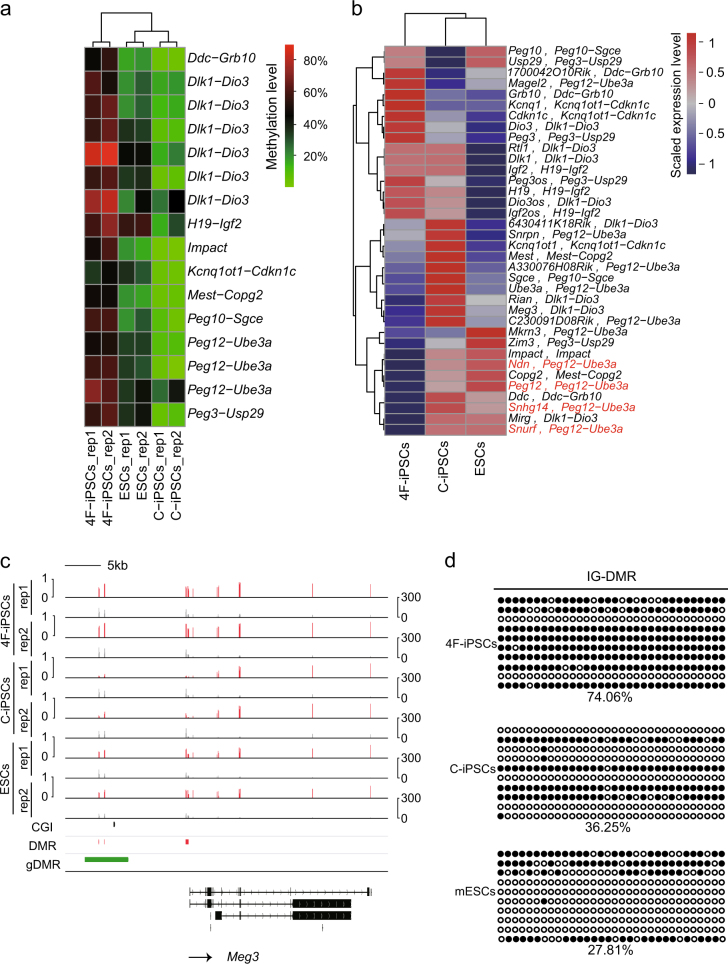
The effects of DNA methylation in DMRs within imprinting clusters on gene expression among C-iPSCs, 4F-iPSCs, and mESCs. **a** Hierarchical clustering of methylation levels in DMRs within imprinting regions between 4F-iPSCs and C-iPSCs. The names of imprinted gene clusters where DMRs locate are indicated on the right. **b** Hierarchical clustering of the expression profiles of the genes within the imprinted gene clusters. The names of the imprinted gene clusters where the genes are located are indicated after the comma. The four genes in red are used in the model schema (Fig. 6). **c** The methylation levels of imprinting control region near *Meg3* locus. Red vertical lines are DNA methylation levels. Gray vertical lines are sequenced cytosine counts. CGIs from UCSC genome browser, DMRs identified in this study, and the published germline DMRs (gDMRs) are shown at the bottom. The arrow indicates the transcription direction of *Meg3*. **d** Bisulfite sequencing analysis of IG-DMR regulating expression of *Meg3* and *Mirg* shown in Supplementary Figure 4. Each open and filled circle represents a methylated and non-methylated CpG, respectively. The percentage of DNA methylation is shown

Aberrant methylation in DMRs in the imprinted clusters can lead to diseases such as Prader–Willi syndrome (PWS), a complex neurogenetic disorder, caused by loss of expression of paternally imprinted genes located on human chromosome 15q11-q13^34,35^. The PWS imprinted cluster in human has its orthologous locus on mouse chromosome 7C, that is, the *Peg12-Ube3a* cluster^36^. In addition, multiple studies have identified the 5′ untranslated region of the *Snrpn* gene, which has been identified as the PWS Imprinting Center (IC).

Our data showed that all three DMRs within *Peg12-Ube3a* cluster were hypermethylated in 4F-iPSCs (Fig. 5a) and consistently, their target genes *Snhg14*, *Snurf/Snrpn*, *Ndn*, and *Peg12* were silenced in 4F-iPSCs (Fig. 5b). In contrast, interestingly, the DMRs in *Snrpn/Snurf* loci were hypomethylated in C-iPSCs and mESCs (Supplementary Figure 3b) and therefore, the target genes were transcribed. 

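The DMRs in Snrpn/Snurf span 60004580 to 60004651 and 60005092 to 60005229 of chromosome 7. In the first, with 3 CpGs, the level was 34.1% ± 0.185 (SD, n = 2 libraries) in mESCs, 10.5% ± 0.666 (SD, n = 2) in C-iPSCs, and 50.3% ± 1.84 (SD, n = 2) in 4F-iPSCs. In the other, with 6 CpGs, it was 32.8% ± 2.29 in mESCs, 2.96% ± 2.62 in C-iPSCs, and 59.9% ± 1.53 in 4F-iPSCs. In both, C-iPSCs were below mESCs and 4F-iPSCs above them by more than the spread of the libraries. Over all 315 compared CpGs of the Peg12-Ube3a cluster, the mean level with replicates summed was 26.2% in mESCs, 30.5% in C-iPSCs, and 39.9% in 4F-iPSCs. The promoter of Peg12, with 65 compared CpGs, had levels of 3.27%, 3.58%, and 3.97%, and no compared CpG lay in the promoters of Ndn and Snhg14.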

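The DMR in the Magel2 promoter, on chromosome 7 from 62377789 to 62377904, had 5 compared CpGs. Its level was 39.4% ± 7.45 (SD, n = 2 libraries) in mESCs, 39.7% ± 9.97 (SD, n = 2) in C-iPSCs, and 70.4% ± 2.73 (SD, n = 2) in 4F-iPSCs, with a median of 42, 31, and 41 summed reads per CpG. On the summed reads, C-iPSCs and mESCs did not differ detectably (Fisher's exact test, p = 0.197), and 4F-iPSCs were above C-iPSCs (Fisher's exact test, p = 1.36e-19).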

Contrarily, expression level of another target gene *Magel2* was positively correlated to methylation levels in the DMRs (Fig. 4a, b), implying a more complex regulatory system than just DNA methylation (Fig. 6).

**Fig. 6:**
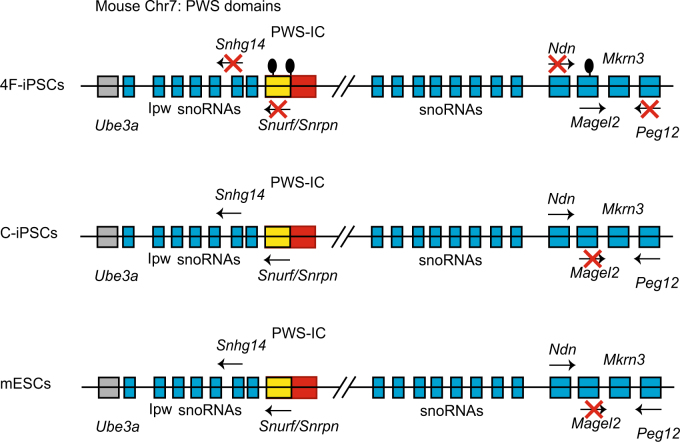
Schematic diagrams of mouse *Peg12-Ube3a* imprinting cluster among 4F-iPSCs, C-iPSCs, and mESCs.

## Discussion

Collectively, our studies indicated that C-iPSCs were more hypomethylated than 4F-iPSCs and their DNA methylation status was closer to mESCs than to 4F-iPSCs. 

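Counted in both directions, 32507 CpGs were strongly differentially methylated between C-iPSCs and mESCs, 15303 between 4F-iPSCs and C-iPSCs, and 158660 between 4F-iPSCs and mESCs. By these counts C-iPSCs lay between the other cell types, with fewer differences from 4F-iPSCs than from mESCs. Which of the counts for C-iPSCs is larger rests on a single library. Without C-iPSC replicate 2, 19749 CpGs were hypermethylated in C-iPSCs against mESCs and 32500 in 4F-iPSCs against C-iPSCs. Without C-iPSC replicate 1 these counts were 65635 and 9069.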

Notably, this may correlate with the different development potentials of C-iPSCs and 4F-iPSCs, which are highlighted by the fact that 4F-iPSCs contribute to chimeras to a lesser extent 10–50%^19^, while C-iPSCs generate chimeras as about 100%^22^. This reduced development potential of 4F-iPSCs may be also partly explained by abnormal silencing of the specific imprinted genes.

We also noted that repeat elements (LINEs, SINEs, and LTRs) in both C-iPSCs and 4F-iPSCs tend to be hypermethylated, and especially in 4F-iPSCs, in contrast to mESCs. This hypermethylation of DNA levels might be involved in the silencing of retrotransposons in C-iPSCs and 4F-iPSCs. The role of repeat elements in pluripotency is complex and they can be both beneficial and deleterious^25^, for example many long-non-coding RNAs are derived from repeat elements and are required to maintain pluripotency^12,37^. Reprogramming mimics early embryonic development, where retroelements of specific families show embryonic stage-specific demethylation before inner cell mass stage and then de novo DNA methylation occurs, while other elements remain higher methylation levels throughout development^24^. Unlike C-iPSCs and mESCs, the methylation levels of repeat elements in 4F-iPSCs are somewhat similar to mouse somatic cells. The lack of correct DNA demethylation of repeat elements in 4F-iPSCs might imply an incomplete reprogramming.

Besides, our results showed that C-iPSCs and 4F-iPSCs have differences in the pattern of DNA methylation in non-coding regions (Fig. 1c). These non-coding regions may include promoters and distal regulatory elements, such as enhancers and transcription factor binding sites. Growing evidence suggests that cell- and tissue-specific changes in DNA methylation are associated with non-coding sequences^38–41^. Many studies have suggested that super-enhancers, which regions of the genome occupied by multiple transcription factors, cofactors, chromatin regulators, and transcription apparatus, are associated with the expression of key cell identity genes^42,43^ and many tissue-specific enhancers are hypomethylated in tissues where the target genes are expressed, but are hypermethylated in tissues where the target genes are silent^40,41^. Thus, we hypothesize that the differences in DNA methylation on non-coding regions may regulate the expression of target genes.

In addition, previous studies reported that human iPSCs created from PWS patients using the four pluripotency factors OCT4, SOX2, KLF4, and MYC retained the molecular signature of PWS including hypermethylation of SNRPN and NDN^44^. Mouse models lacking the *Snrpn/Snurf* gene showed a postnatal lethality and surviving mice showed growth retardation similar to PWS phenotype^34.^ And the *NDN* gene encodes the protein necdin and Necdin-null mouse model showed respiratory defect that was also similar to those found in PWS patients^34^. Our findings suggest that 4F-iPSCs, although mostly similar to mESCs and C-iPSCs, have abnormal DNA methylation and expression at some key imprinted genes. Thus these differences may be not only derived from the original cells, but also a widespread phenomenon. The mechanisms that might cause this imprinting disorder require further studies.

Overall, this study is the first report, which demonstrates the DNA methylation profiles of C-iPSCs in a genome-wide scale, and compares the differential DNA methylation at imprinted regions among C-iPSCs, 4F-iPSCs, and mESCs. Taken together, we provide a strong evidence that chemical reprogramming might be better than transcription factor-integrated reprogramming.

## Materials and Methods

### Mice

C57BL/6J, CBA/CaJ, and 129S4/SvJaeJ mice were purchased from the Jackson Laboratory. C57BL/6J, CBA/CaJ, and 129S4/SvJaeJ were used for generating OG2-MEFs. Animal experiments were performed according to the guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health.

### Cell culture

Plat-E cells were maintained in DMEM high-glucose media (Hyclone) supplemented with 10% FBS (Excell). OG2-MEFs were maintained in Dulbecco’s high-glucose modified eagles medium (DMEM) containing 15% fetal bovine serum (FBS, Gibco), 1 mM non-essential amino acids (Gibco), 1% GlutaMAX (Gibco). Mouse E14 ESCs, 4F-iPSCs, and C-iPSCs were maintained on gelatin-coated plates in a mESC culture medium containing DMEM high glucose (Gibco), 15% FBS (Gibco), 1% GlutaMAX (Gibco), 1% non-essential amino acids (NEAA, Gibco), 1 mM sodium pyruvate (Gibco), 1% penicillin–streptomycin (Gibco), 0.055 mM 2-mercaptoethanol (Life Technologies), 1000 U/ml leukemia inhibitory factor (LIF, Millipore), and supplemented with 2i (3 μM CHIR99021 (Selleck) and 1 μM PD0325901 (Selleck)).

### C-iPSCs generation

Chemical iPSCs were generated from mouse OG2-MEFs using small-molecule cocktails, as previously described^22^. OG2-MEFs were plated 50,000 cells per well of a six-well plate. The next day (day 0), the culture was changed into stage 1 medium: knockOut DMEM (Gibco) supplemented with 10% KnockOut™ serum replacement (KSR, Gibco), 10% FBS (Gibco), 1% GlutaMAX (Gibco), 1% NEAA (Gibco), 0.055 mM 2-mercaptoethanol (Life Technologies), 1% penicillin–streptomycin (Gibco), 100 ng/ml bFGF (Origene) and the small-molecule cocktail VC6TFAE (0.5 mM VPA (Sigma), 20 μM CHIR99021 (Selleck), 10 μM 616452 (Selleck), 5 μM tranylcypromine hydrochloride (Tocris), 50 μM Forskolin (Enzo Life Sciences), 0.05 μM AM580 (Tocris), and 5 μM EPZ004777 (Selleck)). On day 12, the cells were replated at 150,000 cells per well of a six-well plate. During days 12–16, concentrations of bFGF, CHIR, and forskolin were reduced to 25 ng/ml, 10 μM, and 10 μM, respectively. On day 16, the culture was changed into stage 2 medium containing 25 ng/ml bFGF, 0.5 mM VPA, 10 mM CHIR99021, 10 mM 616452, 5 mM tranylcypromine, 10 mM forskolin, 0.05 mM AM580, 0.05 μM DZNep (Tocris), 0.5 μM 5-Aza-2′-deoxycytidine (Enzo Life Sciences), and 5 μM SGC0946 (Selleck). On day 28, the culture was transferred into stage 3 medium: mix DMEM/F12 (Invitrogen) and Neurobasal (Invitrogen) with a proportion of 1:1, 1% N2 supplement (Invitrogen), 2% B27 supplement (Invitrogen), 1% GlutaMAX (Gibco), 1% NEAA (Gibco), 0.055 mM 2-mercaptoethanol (Life Technologies), 1% penicillin–streptomycin (Gibco), 3 μM CHIR99021 (Selleck), 1 μM PD0325901 (Selleck), and 1000 U/ml leukemia inhibitory factor (LIF, Millipore). After another 8–12 days, mESC-like and green fluorescent protein-positive C-iPSC colonies emerged and were then picked up for expansion and characterization. Any medium was changed every 4 days.

### 4F-iPSCs generation

30,000 OG2-MEFs were plated in a six-well plate and then infected twice with retroviral supernatants generated with Plat-E cells. Plat-E cells were transfected pMAXs-Oct4/Sox2/Klf4/c-Myc using modified polyethylenimine. OG2-MEFs were infected with equal volumes of the four supernatants of each OSKM transcription factor containing polybrene at a final concentration of 8 μg/ml. Infected cells were cultured with mESC medium and renewed daily. Green fluorescent protein-positive 4F-iPSCs colonies appeared about day 10 post infection and were picked up day 14 for expansion.

### Immunofluorescence

Cells were washed twice with PBS and then fixed in 4% paraformaldehyde at room temperature for 20 min. After fixation, cells were treated with 0.3% Triton

X-100 in PBS containing 10% goat serum at room temperature for 15 min. Cells were then incubated with primary antibodies at 4°C overnight. The primary antibody used for cell immunofluorescence was anti-NANOG (Novus Biologicals). And then the cells were washed for three times and were incubated with corresponding secondary antibody in a cassette at room temperature for 1 h. Then the cells were washed for three times with PBS and then nuclei were stained with DAPI (Sigma). Images were captured with an inverted microscope (DMI4000, Leica Microsystems).

### Quantitative real-time PCR

Total RNA was collected using the TRIzol reagent (MRC). Complemetary DNAs were synthesized from 1 μg RNA by using First-Strand cDNA synthesis Kit (TOYOBO) with Oligo18 (dT) and Random Primer. PCR was carried out using SYBR green (Genstar) and performed on a CFX Real-Time System (Bio-Rad).

### Bisulfite sequencing

DNA was extracted using TIANamp Genomic DNA Kit (TIANGEN). Bisulfite modification of the isolated DNA was performed using EpiTect Bisulfite Kit (QIAGEN). The bisulfite-modified DNA was amplified by PCR or nested PCR using TaKaRa EpiTaq™ HS (for bisulfite-treated DNA) (Takara). To purify the PCR products, the DNA fragments were separated by electrophoresis using a 2% agarose gel. Then the bands were excised and purified with the TIANgel purification kit (TIANGEN). The PCR products were cloned into the pMD18-T Vector (Takara). Randomly picked 10 clones from each sample were sequenced.

### RNA-seq and data analysis

RNA sequencing libraries were sequenced on an Illumina Hiseq 4000 platform and 150 bp paired-end reads were generated. Sequencing reads were aligned to annotated mouse transcripts (mm10) using TopHat v2.0.13^45^. High-quality mapped read pairs were retained for evaluation of gene expression using Cuffdiff v2.2.1^46^ with default parameters. Expression levels (FPKM, fragments per kilobase per million mapped reads) for each gene were converted to a *Z*-score for hierarchical l clustering analysis. Genes with no expression in all three cell types were removed before plotting heatmaps.

### Reduced representative bisulfite sequencing and data analysis

Chemical iPSCs, 4F-iPSCs, and mouse ESCs were collected. Genomic DNA was digested with MspI (NEB) and libraries were size-selected (170–370 bp) on an agarose gel followed by bisulfite conversion. Libraries were sequenced on an Illumina HiSeq 2500 sequencer as paired-end 50-bp reads.

Sequencing reads of RRBS were aligned to mouse reference genome (mm10) using BSMAP v2.90^47^ with up to 8% mismatches. Only uniquely mapped pairs were retained for analysis of DNA methylation. MOABS v1.3.2^48^ was used to merge replicates and measure CpG methylation levels. Only the CpGs with ≥10-fold coverage in all samples were kept for differentially methylated CpG sites (DMCs) and DMR calling by mcall tool in MOABS with default parameters. Totally 1,106,981 CpGs were obtained. Strong hyper– or hypo–methylated (methylation differences >33.3%, *p* value <0.05) DMCs and DMRs were retrieved from MOABS output for further analysis according to Fisher’s exact test method.

Promoters were defined as −1 to 1 kb of the transcription start sites. Promoter classes based on CpG density (HCP, ICP, and LCP) were obtained by Bioconductor package compEpiTools v1.6.4^49^ using R v3.3.0. HCP, ICP, and LCP were defined as previously published^50^. Genomic locations of CpG islands and interspersed repeat families (LINEs, SINEs, LTRs) were downloaded from UCSC genome browser. The gDMRs were downloaded from: https://atlas.genetics.kcl.ac.uk/^51^ and converted to the coordinates of mm10 genome assembly. The DMRs that are overlapped with a promoter are defined as promoter DMRs. Imprinting-region DMRs were defined in a similar manner.

Strong hypermethylated promoter DMRs in C-iPSCs that are at least 33.3% higher than mESCs were defined strong hypermethylated promoters DMRs in C-iPSCs compared to mESCs. The strong hypermethylated promoters DMRs in 4F-iPSCs compared to mESCs were defined in the same way. We merged the overlapped DMRs from these two sets of strong hypermethylated promoters DMRs and re-calculated the methylation level of the newly merged DMRs for each cell type. The methylation level of a DMR was calculated as the averaged methylation level of CpGs within the DMR.

In order to compare all DMRs between every two samples together, overlapped DMRs were merged and methylation ratio of merged DMRs were defined as the averaged methylation ratio of CpGs within the merged DMRs. We applied *K*-means (*K* = 3) method to clustering promoter DMRs into three classes. The genes in each cluster were re-ordered by official symbol.

### Statistical analysis

Data are presented as mean values ± SD unless otherwise indicated in figure legends. For statistical comparison of two groups, we performed two-tailed Student’s *t* test. Differences in means were considered statistically significant at *p* < 0.05. Significance levels are: *p < 0.05; **p < 0.01; ***p < 0.001.

Comparisons between two CpGs or methylation regions were performed using Fisher’s exact test (*p* < 0.05 was considered significant).

### Accession numbers

The RNA-seq and RRBS data sets have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE92985. MEF RRBS data sets were downloaded from GEO under accession number GSE52741^15^.

### Primers

Primers for quantitative PCR

**Table:** 

**Primers**	**Sequence** **(5**′–**3**′**)**
Oct4-forward	GGCTTCAGACTTCGCCTCC
Oct4-reverse	AACCTGAGGTCCACAGTATGC
Sox2-forward	AGGGCTGGGAGAAAGAAGAG
Sox2-reverse	CCGCGATTGTTGTGATTAGT
Nanog-forward	AAGCAGAAGATGCGGACTGT
Nanog-reverse	ATCTGCTGGAGGCTGAGGTA
Impact-forward	GTGAAGAAATCGAAGCAATGGC
Impact-reverse	GGTACTCACTTGGCAACATCA
Snurf-forward	TCCAGGTCAAACGTCGAAGG
Snurf-reverse	CGTGGGTACAAGTGACACTCTT
Meg3-forward	TTGCACATTTCCTGTGGGAC
Meg3-reverse	AAGCACCATGAGCCACTAGG
Mirg-forward	GCGGTCAACACTGGGTACTT
Mirg-reverse	CCTGAGGACCAATTCAGCGT

Primers for bisulphite sequencing analysis

**Table:** 

**Primers**	**Sequence** **(5**′–**3**′**)**
Nanog-forward	GATTTTGTAGGTGGGATTAATTGTGAATTT
Nanog-reverse	ACCAAAAAAACCCACACTCATATCAATATA
Snrpn/Snurf-outside forward	TATGTAATATGATATAGTTTAGAAATTAG
Snrpn/Snurf-outside reverse	AATAAACCCAAATCTAAAATATTTTAATC
Snrpn/Snurf-inside forward	AATTTGTGTGATGTTTGTAATTATTTGG
Snrpn/Snurf-inside reverse	ATAAAATACACTTTCACTACTAAAATCC
IG-DMR-outside forward	GTGTTAAGGTATATTATGTTAGTGTTAGG
IG-DMR-inside forward	ATATTATGTTAGTGTTAGGAAGGATTGTG
IG-DMR-reverse	TACAACCCTTCCCTCACTCCAAAAATT
Impact-forward	TGGATGAGGTGTATAATTTT
Impact-reverse	CAAAACAAAACTAAACCTAC

## Electronic supplementary material

Supplemental Legends

Supplementary Figures

# Supplementary material for: Genome-wide DNA methylation analysis reveals that mouse chemical iPSCs have closer epigenetic features to mESCs than OSKM-integrated iPSCs
**Source:** Cell Death Dis. 2018 Feb 7;9(2):187. doi: 10.1038/s41419-017-0234-x
**Supplement:** Supplementary file 1 — Supplemental Legends

**Supplementary Figure Legends**

**Supplementary Figure 1. Characterization of C-iPSCs.** **(a)** Microscopy images showing cell morphology changes during chemical reprogramming. D12, D24, and D38 indicate the 12^th^, 24^th^, and 38^th^ day of reprogramming, respectively. Scale bar represents 50 μm. **(b)** Immunofluorescence staining showing expression of NANOG and OCT4 in a representative C-iPSC cell line. Scale bar represents 50 μm. **(c)** Expression levels of representative genes in MEFs, C-iPSCs, 4F-iPSCs and mESCs. **(d)** Bisulfite genomic sequencing of Nanog promoter regions in different cell types. D16 indicates the intermediate C-iPSCs at day 16^th^ of reprogramming. Each open and filled circle represents a methylated and non-methylated CpG, respectively. The percentage of DNA methylation is shown. **(e)** Scatter plots showing high reproducibility (Spearman's R) of global methylation levels for CpGs with ≥ 10-fold coverage between two replicates.

**Supplementary Figure 2. Comparison of DNA methylation levels between C-iPSCs and 4F-iPSCs.** **(a)** Bar plots showing the frequency of differentially methylated cytosines (DMCs) and CpG regions (DMRs) between C-iPSCs and 4F-iPSCs. **(b)** Pie charts representing the strong hypermethylated (increased ≥ 33.3%) CpGs in C-iPSCs compared to mESCs (left) and in 4F-iPSCs compared to mESCs (right) with respect to their genomic locations. All CpGs are covered by ≥ 10 reads in each sample.

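Of the CpGs strongly hypermethylated in 4F-iPSCs against C-iPSCs, 10.3% lay in promoters, 0.167% in 5'UTRs, 1.17% in 3'UTRs, 10.1% in exons, 26.2% in introns, and 52.0% in intergenic sequence. Among those hypermethylated against mESCs, promoters held 7.49% in C-iPSCs and 8.23% in 4F-iPSCs, and 5'UTRs held 0.0779% and 0.193%. Of all compared CpGs, 52.3% lay in promoters and 0.182% in 5'UTRs. A CpG in several kinds of sequence was counted once, in the order in which the kinds are named here.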

**Supplementary Figure 3. The effect of DNA methylation at Snurf/Snrpn loci on *Snurf* gene expression among 4F-iPSCs, C-iPSCs and mESCs.** **(a)** Representative DNA methylation profiles of imprinted gene *Snurf* and *Snrpn*. Red vertical lines are DNA methylation levels. Grey vertical lines are sequenced cytosine counts. CGIs from UCSC genome browser, DMRs identified in this study and the published germline DMRs (gDMRs) are shown at the bottom. The arrow indicates the transcription direction. **(b)** Bisulfite sequencing analysis of DMR within *Snurf* and *Snrpn* as labeled in A. Each open and filled circle represents a methylated and non-methylated CpG, respectively. The percentage of DNA methylation is shown. **(c)** Expression levels (qRT-PCR) of *Snurf* in the three cell types (***: p-value < 0.001, Student’s t-test).

**Supplementary Figure 4. Analysis of RNA expression levels of *Meg3* and *Mirg* among 4F-iPSCs, C-iPSCs and mESCs.** **(a)** Expression levels (qRT-PCR) of *Meg3* in the three cell types (*: p-value < 0.05, ***: p-value < 0.001, Student’s t-test). **(b)** Expression levels (qRT-PCR) of *Mirg* in the three cell types (**: p-value < 0.01, ***: p-value < 0.001, Student’s t-test).

**Supplementary Figure 5. Comparison of methylation levels of gDMRs among 4F-iPSCs, C-iPSCs and mESCs.** Hierarchical clustering of DNA methylation levels in the previously validated germline DMRs (gDMRs). The names of germline DMRs are indicated at right.

# Supplementary material for: Genome-wide DNA methylation analysis reveals that mouse chemical iPSCs have closer epigenetic features to mESCs than OSKM-integrated iPSCs
**Source:** Cell Death Dis. 2018 Feb 7;9(2):187. doi: 10.1038/s41419-017-0234-x

# Supplementary Figure 1

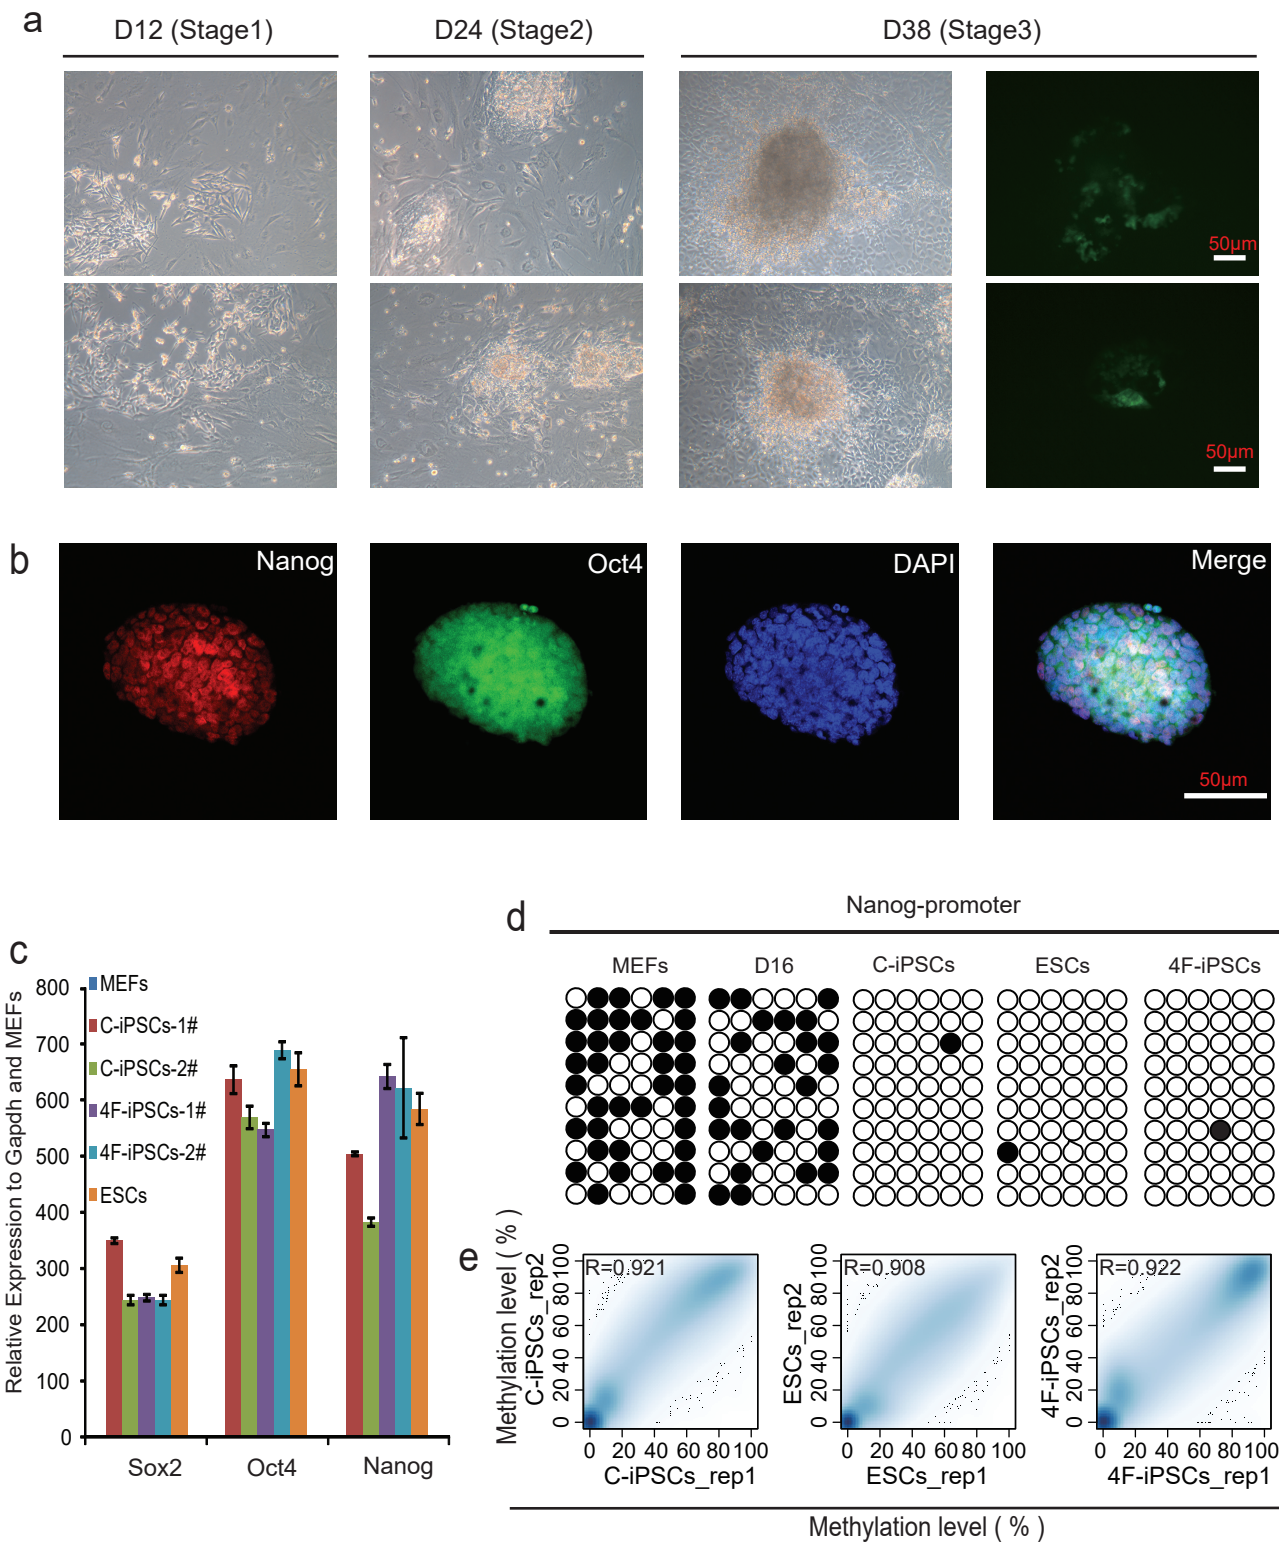

# Supplementary Figure 2

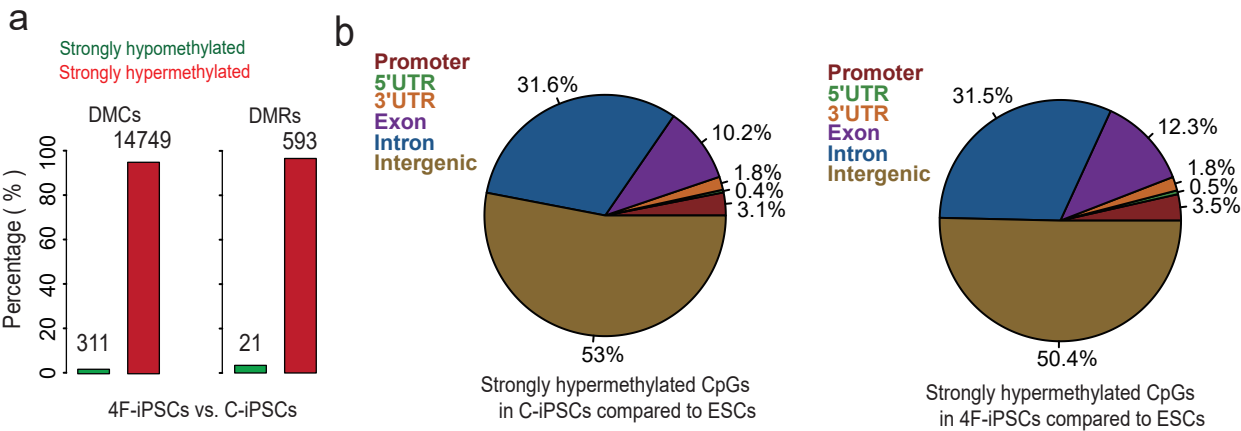

# Supplementary Figure 3

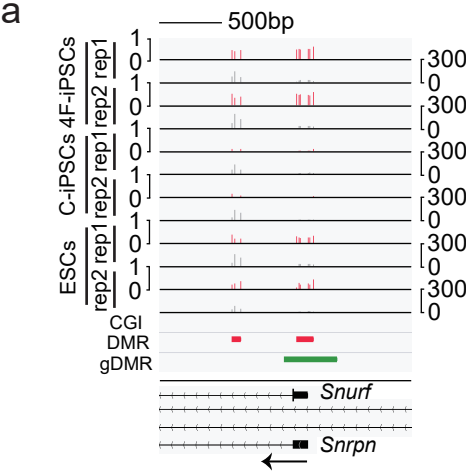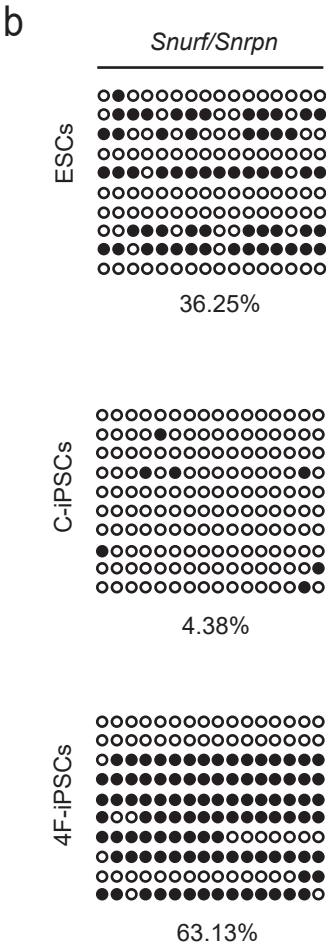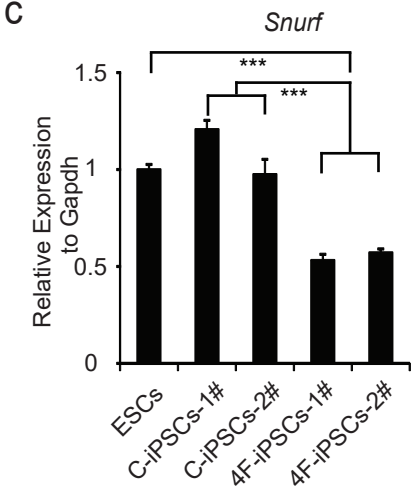

# Supplementary Figure 4

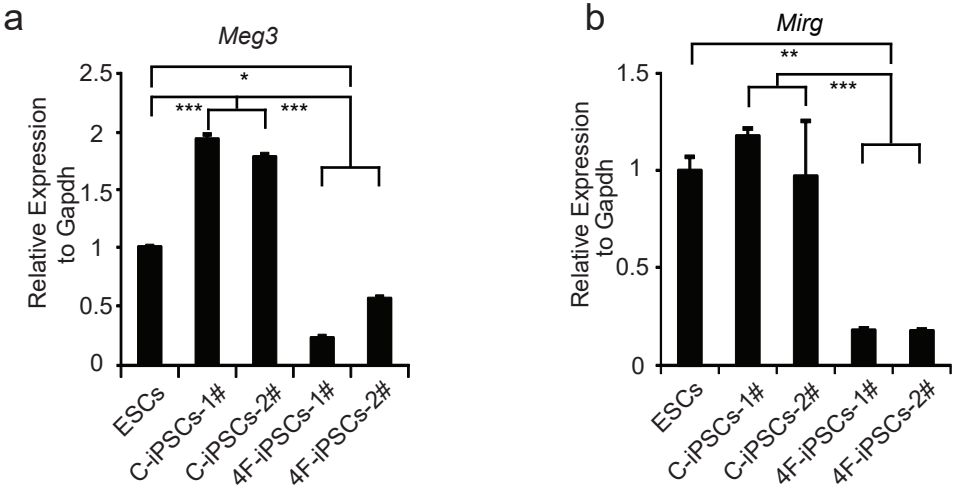

## Supplementary Figure 5

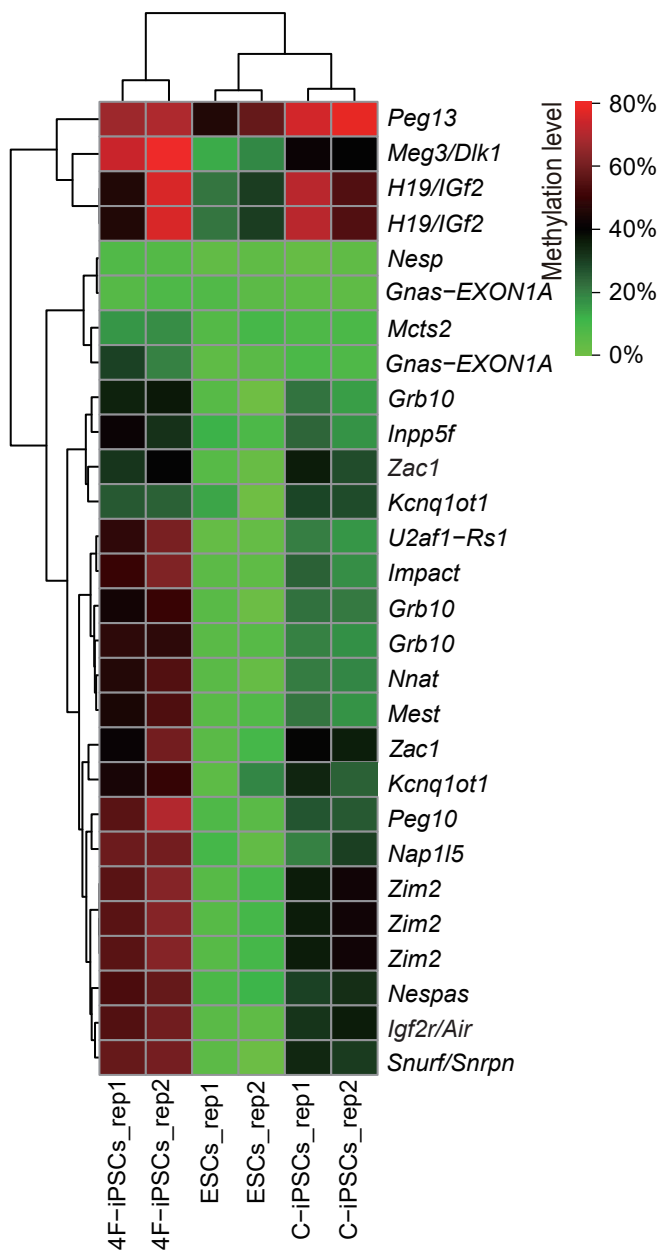

**Supplement:** Supplementary file 2 — Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

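DNA methylation was measured by RRBS in 2 replicate libraries each of C-iPSCs, 4F-iPSCs, and mESCs, 6 libraries in all. The authors aligned the read pairs to mm10 with BSMAP, kept uniquely mapped pairs, and called cytosines with MOABS. For each library the authors deposited, at each CpG, the count of all reads and the count of methylated reads, for both strands together and for each strand, without normalization and without a minimum of reads. The deposited methylated fraction was used only to check that it equals the methylated count divided by the count of all reads. The reads themselves were not analysed here, so alignment, trimming, and conversion filters are those of the authors. RNA-seq, quantitative PCR, and the sequenced bisulfite clones were not used here, nor were MEFs.

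The depth differed between libraries. C-iPSC replicates 1 and 2 had 91533371 and 84792206 reads on CpGs, 4F-iPSC replicates 1 and 2 had 96534037 and 94215636, and mESC replicates 1 and 2 had 75077465 and 53694199. These are sums over CpGs, in which a read counts at each CpG that it covers. The number of CpGs with at least 10 reads was between 1030480 and 1159935 per library. In each library, 3 CpGs had more than 100000 reads and together held between 4.26% and 6.00% of all reads. They count as single CpGs in every mean over CpGs and every count of CpGs given here. In the levels from all reads taken together, they weigh by their reads. On the chromosomes, 1531304 CpGs had a read in at least 1 library, and all of them were checked to be CG in the GRCm38 sequence. The 338 CpGs elsewhere were kept in the counts of compared CpGs only where they had the required reads. On mitochondrial DNA, between 3.12% and 7.90% of the reads were called methylated.

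Reads were summed over the replicates of a cell type. CpGs with at least 10 summed reads in each cell type were compared, apart from the shares of low, intermediate, and high CpGs, which use the CpGs with at least 10 summed reads in the cell type itself. A CpG was low under a level of 0.3 and high from a level of 0.8. Means and shares of single libraries use the compared CpGs where the library had at least 10 reads, so single-library shares are on another set than those of the cell types. Strong calls between 2 libraries and correlations between replicates use all CpGs with at least 10 reads in both, and correlations between libraries of 2 cell types those with at least 10 reads in all 6. Differences between cell types in means and shares were tested over the libraries with a two-sided exact permutation test. Strong calls used a two-sided Fisher's exact test on summed reads with an unadjusted p under 0.05 and a difference above 0.333, as the paper's methods state. The paper names MOABS with default parameters for DMRs, and its DMR model was not used here. DMRs were built from runs of at least 3 strong CpGs in the same direction with neighbors at most 300 bp apart. The level of a DMR is the mean of the levels of its compared CpGs, and the level of a region enclosed by bisulfite sequencing primers is its methylated reads as a share of its reads, with a 95% Wilson interval. For these intervals and for Fisher's exact test on regions and DMRs, a read was counted at each CpG that it covers.

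The replicate-aware model was a quasi-binomial regression of the 2 libraries of a cell type against the 2 of another. Its Pearson dispersion was shrunken with limma's squeezeVar, and p was adjusted by the Benjamini-Hochberg method. The prior degrees of freedom were infinite for C-iPSCs against mESCs, 267 for 4F-iPSCs against mESCs, and 51.6 for 4F-iPSCs against C-iPSCs. The replicate spread of a single CpG thus had no weight in the C-iPSC comparison with mESCs and little in the others. The prior was fitted on CpGs with levels between 0.1 and 0.9 in both cell types, and the dispersion was not allowed below 1. These details were not part of the plan set before the data were examined. CpGs without reads in a library were not tested, which left between 1105643 and 1106119 CpGs. A Cochran-Mantel-Haenszel test with replicate numbers as strata served as the paired alternative.

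Transcript starts, exons, and untranslated regions came from the GENCODE basic annotation of GRCm38, with 77238 transcript starts. Promoters reached 1 kb to each side, and 23328 were HCPs, 16457 ICPs, and 37453 LCPs. A CpG in promoters of several classes was counted with HCPs first and LCPs last. A CpG was placed in the first of promoter, 5'UTR, 3'UTR, exon, intron, and intergenic sequence that holds it. Repeats are the soft-masked part of the genome sequence, without division into classes. Imprinted clusters span the genes that the paper names for them, extended by 5 kb. Regions of bisulfite sequencing were found by matching the paper's primers to the bisulfite-converted GRCm38 sequence. K-means clustering used 20 starts.

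The genes named are those that the paper's results name, where CpGs with enough reads lie in the promoter or cluster, and the 3 DMRs with the most strongly differential CpGs in each direction between 4F-iPSCs and C-iPSCs. The promoters of Nanog, Pou5f1, Zfp42, Dppa3, and Tdgf1 served as a check for cells of another type. The expected share of shared calls came from CpGs with the same mESC level, and from 20 simulations in which both iPSC types were drawn with the mESC levels and the depths of their own libraries.

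The alternatives, set before the data were examined, were at least 5 or 20 summed reads per cell type, at least 10 reads in each of the 6 libraries, thinning of the reads, differences above 0.25 or 0.5, Benjamini-Hochberg adjustment of Fisher's p, the replicate-aware model, a difference above 0.333 between every pair of libraries, the replicate block, at least 5 CpGs per DMR, neighbors at most 100 or 500 bp apart, promoters of 0.5 kb to each side or from 2 kb upstream to 0.5 kb downstream, clusters without extension or extended by 20 kb, regions extended by 200 bp, the mean of the replicates' levels, the share of all reads that is methylated, Pearson's r, and each library left out in turn.

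The scripts were tested on simulated data. On the 35667 CpGs of chromosome 19, 200 CpGs in 50 runs of 4 neighbors were raised by 0.5 in level, with the real depths. With binomial reads, Fisher's exact test recovered 99.0% of the changed CpGs for C-iPSCs against mESCs, 99.5% for 4F-iPSCs against mESCs, and 99.0% for 4F-iPSCs against C-iPSCs, with 33, 28, and 16 false calls. With libraries that varied more than binomial, it recovered 98.0%, 92.5%, and 97.5%, with 107, 91, and 75 false calls, and the replicate-aware model recovered 77.5%, 60.0%, and 70.0%, with 1, 0, and 0 false calls. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, scikit-learn 1.9.0, and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.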

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

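All tests in this part were chosen after the results had been seen.

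At 13 of the 16 DMRs in imprinted clusters, both C-iPSC libraries lay below and both 4F-iPSC libraries above both mESC libraries, so the iPSC types lay on opposite sides of mESCs. At each of the 16 DMRs, 4F-iPSCs were above C-iPSCs (Fisher's exact test on the summed reads, p of 6.02e-14 or less). The same reads chose the DMRs, so this is no independent test of the opposite sides. The DMRs were called between 4F-iPSCs and C-iPSCs, which favors levels to both sides of mESCs. However, C-iPSCs were below mESCs at 27.3% (201 of 736) of the DMRs higher in 4F-iPSCs outside the clusters. Imprinted genes outside the named clusters were not removed from that set, so it is not a set without imprinting. With DMRs called from the replicates 1 and read in the replicates 2, C-iPSCs were below mESCs at 14 of 20 DMRs in the clusters and at 11.0% (209 of 1901) elsewhere. This argues against the choice of DMRs as the whole reason. Chance in the reads is argued against by Fisher's exact test on the summed reads, with C-iPSCs lower at 13 of 16 DMRs, although it counts a read at each CpG that it covers. Both C-iPSC libraries were below both mESC libraries at 14 of the DMRs. Lower methylation of C-iPSCs in general is argued against by their mean level over all CpGs, which was 6.66 percentage points above that of mESCs. In 4F-iPSCs the median level of these DMRs was 60.3%, which argues against full methylation of both alleles at most of them, although the highest DMR reached 88.1%, and the median was taken as the measure after that had been seen. The 4F-iPSC level was between 35% and 65% at 12 of the 16 DMRs, against 14.8% of the DMRs higher in 4F-iPSCs outside the clusters. The paper reports that the medium of the chemical induction held 5-aza-2′-deoxycytidine, and a loss of methylation during chemical induction together with a gain in 4F-iPSCs may explain the pattern, as a hypothesis. The method of induction cannot be separated here from the lines used or from differences in the mESC line itself, and none of these was tested. Both iPSC types were derived from MEFs, which were not analysed here. A gain in 4F-iPSCs therefore cannot be told from methylation kept from the MEFs.

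A DMR on chromosome 5 from 143252981 to 143254428 in an exon and the 3'UTR of Zfp316, with 107 of 126 compared CpGs strongly hypermethylated in 4F-iPSCs against C-iPSCs, had a level of 44.1% in 4F-iPSCs, 2.91% in C-iPSCs, and 3.11% in mESCs. It drew attention as a signal at a gene that the paper does not discuss, with the most strongly differential CpGs of any DMR between 4F-iPSCs and C-iPSCs. The 4F-iPSC libraries stood at 36.4% and 50.9%. Additional methylated copies in 4F-iPSCs would leave the unmethylated reads as frequent as in C-iPSCs, but scaled to the total reads of each library they were 0.719 times as frequent. That argues against added copies as the whole source. A gain of methylation at part of the alleles or in part of the cells may remain as a hypothesis. The design does not separate the reprogramming method from the lines used.

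A DMR in intergenic sequence on chromosome 9 from 123924637 to 123924960 was lower in 4F-iPSCs at all its 23 compared CpGs, with a level of 73.7% in C-iPSCs, 66.1% in mESCs, and 5.07% in 4F-iPSCs. It drew attention as a signal at a site that the paper does not discuss, with the most strongly differential CpGs of any DMR lower in 4F-iPSCs. The median number of summed reads per CpG was 2398 in C-iPSCs, 1295 in mESCs, and 198 in 4F-iPSCs. At its CpGs, 4F-iPSCs had 0.0771 times the reads of C-iPSCs, where the median over all compared CpGs was 1.11, and 0.00578% of the compared CpGs had a ratio as low. Reads from additional methylated copies of the sequence that 4F-iPSCs lack may therefore explain the difference in level, so it may not be a change of methylation at this site. A biological difference between the lines remains open and was not tested.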

How the results depend on the processing

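No alternative reported here was chosen after the results had been seen. Over 55 results, 398 values under alternatives were compared with the values reported, and 293 stayed within the spread between replicates or, for counts, within 1.5 times. The other 105 changed by more, 34 with a library left out and 71 under another setting. Most of these results, such as counts, shares, and levels, have no sign to change. The lowest mean level was that of mESCs and the highest that of 4F-iPSCs under each coverage minimum, with all reads taken together, and with each library left out. The causes of the changes below were not tested, apart from those that follow from how an alternative is made, such as fewer CpGs under a larger difference or a higher coverage minimum.

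With each library left out in turn, the number of CpGs strongly hypermethylated in C-iPSCs against mESCs ranged from 19749 without C-iPSC replicate 2 to 65635 without C-iPSC replicate 1. Between 4F-iPSCs and C-iPSCs, from 9069 to 32500 CpGs were hypermethylated and from 226 to 704 hypomethylated, in 418 to 1763 and in 18 to 49 DMRs, and 66 to 284 DMRs lay in promoters. Here the lowest count of hypermethylated CpGs came without C-iPSC replicate 1 and the highest without C-iPSC replicate 2. The number of strongly hypermethylated CpGs in 4F-iPSCs against C-iPSCs thus exceeded that in C-iPSCs against mESCs without C-iPSC replicate 2, and was below it with any other library left out. The share of C-iPSC calls also called in 4F-iPSCs ranged from 83.8% to 97.0%. Spearman's R ranged from 0.905 to 0.915 for C-iPSCs and mESCs, from 0.900 to 0.909 for 4F-iPSCs and mESCs, and from 0.915 to 0.922 for 4F-iPSCs and C-iPSCs. The mean level of 4F-iPSCs ranged from 32.7% to 34.1%. The shares of low, intermediate, and high CpGs ranged from 67.6% to 69.8%, from 27.7% to 29.5%, and from 2.49% to 4.17% in mESCs. In C-iPSCs the low share ranged from 61.9% to 64.3% and the intermediate share from 20.2% to 26.3%, and in 4F-iPSCs the low share ranged from 58.7% to 60.1% and the high share from 25.3% to 26.3%.

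The replicate numbers do not pair the libraries, since the differences between replicates 2 and 1 correlated across CpGs with r of 0.0410 for C-iPSCs and mESCs, -0.226 for 4F-iPSCs and mESCs, and 0.118 for 4F-iPSCs and C-iPSCs. A paired analysis with a replicate block, the Cochran-Mantel-Haenszel test, called 32324 hypermethylated CpGs in C-iPSCs and 153381 in 4F-iPSCs against mESCs, and 14530 hypermethylated and 370 hypomethylated CpGs in 4F-iPSCs against C-iPSCs, with 91.9% of the C-iPSC calls shared.

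A difference above 0.25 gave 92595 hypermethylated CpGs in C-iPSCs and 257305 in 4F-iPSCs against mESCs, and 41615 hypermethylated and 730 hypomethylated CpGs in 4F-iPSCs against C-iPSCs. A difference above 0.5 gave 3496, 28010, 1818, and 63 CpGs in the same order, and a difference above 0.333 between every pair of libraries gave 7695, 70053, 4991, and 127. The replicate-aware model called 16431 CpGs in C-iPSCs against mESCs, and 6789 hypermethylated and 157 hypomethylated CpGs in 4F-iPSCs against C-iPSCs. At least 5 CpGs per DMR gave 178 hypermethylated and 8 hypomethylated DMRs between 4F-iPSCs and C-iPSCs, 42 of all of them in promoters and 10 in imprinted clusters, and 685 promoter DMRs against mESCs. At least 20 reads in both replicates gave 2767 calls between the replicates of mESCs, 5626 in C-iPSCs, and 1969 in 4F-iPSCs.

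Pearson's r between replicates was 0.946 in mESCs, 0.973 in C-iPSCs, and 0.981 in 4F-iPSCs, and between cell types it was 0.953 for C-iPSCs and mESCs, 0.933 for 4F-iPSCs and mESCs, and 0.977 for 4F-iPSCs and C-iPSCs. At least 5 reads gave a Spearman's R of 0.900 between the mESC replicates, 0.910 for C-iPSCs and mESCs, and 0.905 for 4F-iPSCs and mESCs, a mean level of 34.8% in 4F-iPSCs, and a share of high CpGs of 25.6% in 4F-iPSCs. With at least 20 summed reads, low CpGs were 69.2% in mESCs, 64.5% in C-iPSCs, and 62.2% in 4F-iPSCs, intermediate CpGs 28.4% in mESCs and 14.0% in 4F-iPSCs, and high CpGs 23.8% in 4F-iPSCs, whose mean level was 32.6%. With at least 10 reads in each of the 6 libraries, low CpGs were 69.4% in mESCs, 64.7% in C-iPSCs, and 62.5% in 4F-iPSCs, intermediate CpGs 28.3% in mESCs and 13.9% in 4F-iPSCs, and high CpGs 23.6% in 4F-iPSCs, whose mean level was 32.4%. Spearman's R for 4F-iPSCs and C-iPSCs was then 0.919, and 9756 CpGs were hypermethylated and 187 hypomethylated between them, with 494 hypermethylated DMRs. At the CpGs compared in all cell types, 4F-iPSCs had 60.9% low and 24.7% high CpGs. Thinning to 10 reads per CpG gave low CpGs of 65.5% in mESCs, 60.04% in C-iPSCs, and 56.3% in 4F-iPSCs, intermediate CpGs of 27.6% in mESCs, and high CpGs of 6.91% in mESCs and 28.1% in 4F-iPSCs, so that the depth limits how sharply high CpGs of mESCs can be told from intermediate CpGs. All reads taken together gave a level of 23.4% in mESCs and 37.4% in 4F-iPSCs.

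Promoters from 2 kb upstream to 0.5 kb downstream gave intronic or intergenic shares of 78.3% for C-iPSCs and 75.2% for 4F-iPSCs against mESCs, and Benjamini-Hochberg adjusted calls gave 78.5% for C-iPSCs. With promoters of 0.5 kb to each side, the mean levels in mESCs were 2.51% in HCPs, 11.4% in ICPs, and 37.5% in LCPs, in C-iPSCs 14.7% in ICPs, and in 4F-iPSCs 18.5% in ICPs and 61.3% in LCPs.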

Differences from the paper's values

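None of the alternatives named here was chosen after the values had been seen.

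For the correlation between cell types, the paper's text gives R above 0.922, whereas Spearman's R here was 0.914 for C-iPSCs and mESCs and 0.910 for 4F-iPSCs and mESCs. For both pairs the paper shows about 0.91 in Fig. 1a, read by eye, so the gap is to the bound in its text and not to its figure. Of the alternatives set before the data were examined, Pearson's r passed the paper's bound, with 0.953 and 0.933, and the others, the coverage minimums and each library left out in turn, did not.

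Promoters held 7.49% of the CpGs hypermethylated in C-iPSCs against mESCs here, where the paper shows about 3.1% in Supplementary Figure 2b, read by eye. For 4F-iPSCs against mESCs the share here was 8.23%, where the paper shows about 3.5% in Supplementary Figure 2b, read by eye, and for 4F-iPSCs against C-iPSCs it was 10.3%, where the paper shows about 5.5% in Fig. 2c, read by eye. Neither of the alternatives set before the data were examined, the promoter from 2 kb upstream to 0.5 kb downstream and Benjamini-Hochberg adjusted calls, closed any of these gaps.

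In 5'UTRs lay 0.0779% of the CpGs hypermethylated in C-iPSCs against mESCs, where the paper shows about 0.4% in Supplementary Figure 2b, read by eye, and 0.193% of those hypermethylated in 4F-iPSCs against mESCs, where the paper shows about 0.5% in Supplementary Figure 2b, read by eye. Neither of the same alternatives closed these gaps. For 4F-iPSCs against C-iPSCs the share was 0.167%, where the paper shows about 0.4% in Fig. 2c, read by eye, and it was 0.327% with promoters from 2 kb upstream to 0.5 kb downstream, which is no longer apart from the paper's share, while Benjamini-Hochberg adjusted calls did not close the gap.

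The number of promoter DMRs between 4F-iPSCs and C-iPSCs was 121 here, where the paper shows about 60 in Fig. 4a, read by eye. With at least 5 CpGs per DMR it was 42, and without C-iPSC replicate 1 it was 66, both within the range counted as the paper's value. The other alternatives set before the data were examined, which gave between 108 and 284 promoter DMRs, did not close the gap.

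At the region of Impact enclosed by the bisulfite sequencing primers, the level in C-iPSCs was 2.14% in the RRBS reads here, where the paper shows about 11% for sequenced clones in Fig. 4d, read by eye. With the region extended by 200 bp it was 3.04%, and the other coverage minimums left it as it was, so none of the alternatives set before the data were examined closed the gap. RRBS read 3 of the 12 CpGs of the region, whereas the clones were sequenced over the whole region, so the levels need not be equal.

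Beyond these values, the paper states that intermediate levels did not differ significantly between the cell types, and the shares here were 29.5% in mESCs, 24.9% in C-iPSCs, and 15.0% in 4F-iPSCs. It states that ICPs could hardly be told apart between the cell types, and their mean levels with replicates summed were 16.1%, 21.1%, and 26.1%. It places C-iPSCs above 80% in the first class of promoter DMRs, where the mean level here was 71.8%. The paper states that mESCs and C-iPSCs had similar levels in the DMRs of imprinted clusters, whereas here Fisher's exact test on the summed reads gave C-iPSCs below mESCs at 13 of 16, and both C-iPSC libraries were below both mESC libraries at 14. The level in mESCs was nearer to that of C-iPSCs at 9 of the 16 and to that of 4F-iPSCs at 7. It concludes that C-iPSCs were closer to mESCs than to 4F-iPSCs, whereas 32507 CpGs were strongly differentially methylated between C-iPSCs and mESCs and 15303 between C-iPSCs and 4F-iPSCs. In means over the 2 libraries of a cell type, C-iPSCs were nearer to 4F-iPSCs in the level over all CpGs, 5.58 percentage points from 4F-iPSCs and 6.51 from mESCs, and in the share of low CpGs, 3.32 and 4.73. They were nearer to mESCs, as in the paper, in the share of intermediate CpGs, 8.03 and 4.98, and in that of high CpGs, 11.4 and 9.71. Each of these 4 orders rested on which C-iPSC library was taken. Replicate 1 was nearer to mESCs in all 4 and replicate 2 nearer to 4F-iPSCs, with levels over all CpGs of 25.9% and 29.8%. With C-iPSC replicate 2 left out, these 4 measures and the strongly hypermethylated CpGs went the paper's way, with 19749 in C-iPSCs against mESCs and 32500 CpGs in 4F-iPSCs against C-iPSCs. With C-iPSC replicate 1 left out, they all went the other way.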

Other observations

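Apart from those of strain variants and of bisulfite conversion in the comparisons with mESCs, the tests in this part were chosen only after the results had been seen. The calls with equal reads were among the alternatives listed earlier, and only their use as a test came later.

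The mean level of 4F-iPSCs was above that of mESCs by 12.0 percentage points with replicates summed, and that of C-iPSCs by 6.66. Incomplete bisulfite conversion would raise all unmethylated cytosines, and it would need 15.3% of them unconverted in 4F-iPSCs and 8.50% in C-iPSCs. The median level of the CpGs in HCPs rose by 0.641 percentage points in 4F-iPSCs and by 0.460 in C-iPSCs, which argues against it. Strain variants that remove a CpG in the mESC line would act on single CpGs and give levels near 0 in mESCs. Of 138279 CpGs hypermethylated in 4F-iPSCs with a neighbor within 100 bp, 58.7% had a neighbor that was also higher by more than 0.333, against 14.6% for any CpG, and 95.5% of the hypermethylated CpGs had a level above 10% in mESCs, which argues against variants as the main source. A female mESC line, which could have lower methylation, is argued against by the reads on chromosome Y, at least 80969 in each mESC library. With equal reads per CpG in all cell types, the hypermethylated CpGs of 4F-iPSCs were 4.74 times those of C-iPSCs, against 4.93 times with all reads, so more reads in the 4F-iPSC libraries do not account for the difference.

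Somatic cells left in the iPSCs were weighed in the same way. In a mixture where less than 50% of the cells are somatic, no CpG can rise by more than 50% of the way from the mESC level to full methylation, apart from counting noise, if the other cells have the mESC level. This test replaced an earlier form that read only the strongly hypermethylated CpGs, which are chosen for a large rise. The set was changed after the earlier result had been seen, and the earlier form had spoken against the explanation for both kinds of iPSCs, whereas the present one leaves it open for C-iPSCs. Of the 323047 CpGs with an intermediate level in mESCs, 81.9% rose by more than that in 4F-iPSCs, which argues against such a mixture there. In C-iPSCs 34.1% did, and at the 34605 of these CpGs with at least 200 reads in each cell type it was 40.2%, with a median rise of 46.4% of the way. At these CpGs, a mixture in C-iPSCs and unmixed cells with partial gains cannot be told apart, because levels of the somatic cells were not analysed here. Such a mixture would also keep at least 50% of the mESC level everywhere, whatever the somatic level. At the 16 DMRs in imprinted clusters, called between the iPSC types, the median level was 8.80% in C-iPSCs and 33.5% in mESCs. That argues against a mixture with the other cells at the mESC level, for those DMRs only. For a larger share of somatic cells in 4F-iPSCs, promoters active in pluripotent cells were read, and 3 of 5 had compared CpGs. Their median rise in 4F-iPSCs was 5.89 percentage points, from 5.72 to 7.86, and in C-iPSCs it was 1.51, from -3.24 to 5.40. The level was 3.95% in mESCs, 9.35% in C-iPSCs, and 11.8% in 4F-iPSCs over 2 CpGs of Nanog, 10.6%, 7.39%, and 16.5% over 7 CpGs of Pou5f1, and 5.43%, 6.94%, and 11.2% over 7 CpGs of Zfp42. Dppa3 and Tdgf1 had no compared CpG. Since the somatic levels of these promoters are not known here, a majority of somatic cells and a gain in pluripotent cells cannot be told apart by this test. At the Pou5f1 promoter the median number of summed reads per CpG was 117 in mESCs, 2063 in C-iPSCs, and 2040 in 4F-iPSCs, and the source of the additional reads was not tested, so its level may not be that of the gene alone. The paper derived both iPSC types from OG2-MEFs and picked GFP-positive colonies, whereas the mESCs were E14. The median rise in 4F-iPSCs and the lowest rise in C-iPSCs were those of Pou5f1. At Nanog and Zfp42 the rises were 7.86 and 5.72 in 4F-iPSCs and 5.40 and 1.51 in C-iPSCs. The passages, 5 to 10 for iPSCs and 20 to 30 for mESCs, go with the cell type and were not tested, and differences between the methods of induction remain open as a biological explanation.

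C-iPSC replicate 2 was higher than replicate 1 at 8570 of the 8832 strong calls between them, or 97.0%, which noise from the number of reads would split evenly. Incomplete conversion in replicate 2 would raise HCPs, whose cytosines are mostly unmethylated, more than LCPs. The mean level of HCP CpGs was 0.943 percentage points higher and that of LCP CpGs 9.66, which argues against it as the main source. On mitochondrial DNA, 3.12% of the reads were called methylated in replicate 1 and 5.38% in replicate 2. A smaller part from incomplete conversion therefore remains open. A candidate explanation, as a hypothesis, is that the C-iPSC replicates are lines or cultures with different methylation. The paper's text does not state whether they come from the same line, and this was not tested.

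Other DMRs with many strongly differential CpGs lie at genes that the paper does not discuss or only groups in clusters. In Grb10, on chromosome 11 from 12025639 to 12026881, 72 of 75 compared CpGs were hypermethylated in 4F-iPSCs against C-iPSCs, with a level of 18.8% ± 1.90 (SD, n = 2 libraries) in mESCs, 4.58% ± 0.746 (SD, n = 2) in C-iPSCs, and 51.1% ± 6.44 (SD, n = 2) in 4F-iPSCs. In Gnas, on chromosome 2 from 174299003 to 174300607, 60 of 66 CpGs were, with levels of 31.8% ± 2.89, 7.85% ± 1.19, and 54.7% ± 3.95 in mESCs, C-iPSCs, and 4F-iPSCs. Lower in 4F-iPSCs were an intergenic DMR on chromosome 2 from 98389527 to 98389894, with 45.3% ± 0.261, 54.9% ± 2.67, and 25.4% ± 3.53, and an intronic DMR in Sox30 on chromosome 11 from 46014366 to 46014545, with 60.5% ± 9.75, 59.7% ± 4.07, and 10.1% ± 1.24.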
